# CG dinucleotides enhance promoter activity independent of DNA methylation

**DOI:** 10.1101/gr.241653.118

**Published:** 2019-04

**Authors:** Dominik Hartl, Arnaud R. Krebs, Ralph S. Grand, Tuncay Baubec, Luke Isbel, Christiane Wirbelauer, Lukas Burger, Dirk Schübeler

## Abstract

Most mammalian RNA polymerase II initiation events occur at CpG islands, which are rich in CpGs and devoid of DNA methylation. Despite their relevance for gene regulation, it is unknown to what extent the CpG dinucleotide itself actually contributes to promoter activity. To address this question, we determined the transcriptional activity of a large number of chromosomally integrated promoter constructs and monitored binding of transcription factors assumed to play a role in CpG island activity. This revealed that CpG density significantly improves motif-based prediction of transcription factor binding. Our experiments also show that high CpG density alone is insufficient for transcriptional activity, yet results in increased transcriptional output when combined with particular transcription factor motifs. However, this CpG contribution to promoter activity is independent of DNA methyltransferase activity. Together, this refines our understanding of mammalian promoter regulation as it shows that high CpG density within CpG islands directly contributes to an environment permissive for full transcriptional activity.

Gene regulation establishes correct spatio-temporal expression patterns essential for cellular function. Expression is controlled at multiple levels, including recognition of specific DNA sequences by transcription factors (TFs), chromatin structure, modifications of nucleosomes, and methylation of DNA. While the majority of transcription factors recognize complex motifs of several nucleotides, it is unclear whether lower complexity sequence features, such as dinucleotides, contribute independently to gene activity. CpG is the most studied dinucleotide in mammalian genomes and the site of cytosine methylation (Bird 1980; Lister and Ecker 2009; Stadler et al. 2011). In mammals, the majority of CpGs are methylated, while unmethylated CpGs are concentrated in specific regions called CpG islands (CGIs) (Bird et al. 1985). CGIs are defined as being 200 bp or longer with a G + C content of >50% and a CpG observed over expected (OE) ratio of at least 0.6 (Gardiner-Garden and Frommer 1987). Here, we will refer to the OE ratio as “normalized CpG density.” CGIs make up two thirds of all mammalian promoters, reflected in a bimodal distribution of their normalized CpG density (Fig. 1A; Mohn and Schübeler 2009). They display higher transcriptional activity than non-CGI promoters (Fig. 1B) and tend to be active across many cell types (Larsen et al. 1992). Consequently, most initiation events of RNA polymerase II in mammalian cells occur at CGI promoters.

**Figure 1.**
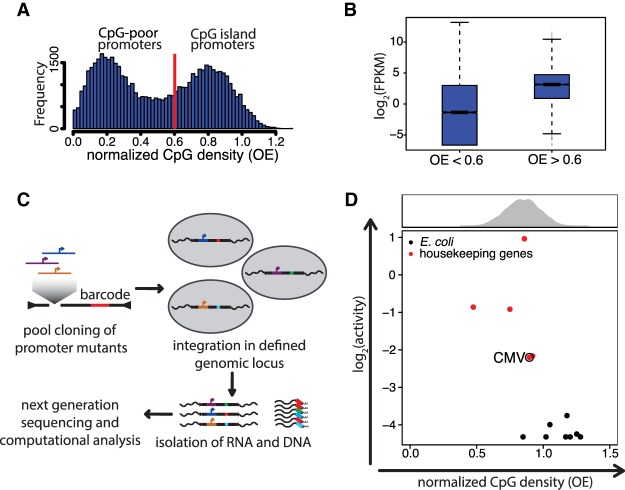
High normalized CpG density alone is not sufficient for transcriptional activity. (*A*) Histogram of CpG densities of all promoters in the mouse genome (400 bp upstream to 200 bp downstream from TSS). Normalized CpG density is distributed in a bimodal fashion. CpG density was calculated as the observed to expected ratio (OE = [number of CpGs/{number of Cs × number of Gs}] × length of the region in nucleotides). The red line indicates the threshold in OE used in the standard definition of CpG islands (Gardiner-Garden and Frommer 1987). (*B*) Box plot displaying transcriptional activity of CpG-poor (OE < 0.6) and CpG-rich (OE > 0.6) promoters, as measured by RNA sequencing in embryonic stem cells (data from Domcke et al. 2015). (FPKM) Fragments per kilobase per million mapped reads. (*C*) Schematic representation of the procedure used to perform parallel reporter assays in a defined genomic locus. Promoter mutants are batch-cloned in front of *GFP* as a spacer sequence and a unique barcode. The expression cassette is flanked by *loxP* sites that allow integration into the beta-globin locus of the embryonic stem cell line, replacing a selection cassette. After selection for cells containing the reporter construct, DNA and RNA are isolated and the latter reverse-transcribed. Barcodes are PCR-amplified and sequenced. Normalization of RNA barcode frequency to DNA barcode frequency results in relative expression levels between constructs. (*D*) CpG density versus transcriptional activity of sequences from the *Escherichia coli* genome (black dots) and active housekeeping genes (HKG, red dots) inserted into embryonic stem cells. The CMV promoter is indicated for reference as an example of a lowly active promoter. The histogram *above* the scatter plot depicts the normalized CpG density distribution of CGI promoters.

Why CpG density is increased in CGIs remains unclear, as well as whether the CpG dinucleotide plays a role in transcriptional and/or epigenetic regulation. One explanation portrays CGIs as a footprint of evolution due to lower mutation rates of unmethylated CpGs (Bird 1980). In support of this, unmethylated cytosines deaminate to uracil (Barnes and Lindahl 2004), an improper DNA base that is efficiently repaired. In contrast, methylated cytosines deaminate to thymidine, a proper genomic base that is less efficiently repaired, resulting in a higher C→T mutation rate. While this model is supported by comparative genomics (Cohen et al. 2011) and could explain the presence of CGIs, it does not address a regulatory function of CpG dinucleotides. Some CpGs operate as part of larger motifs and thus serve to recruit TFs. Furthermore, TF binding can keep CpGs unmethylated, as suggested for SP1 (Brandeis et al. 1994; Macleod et al. 1994), while methylated CpGs can repel or even enhance binding (Domcke et al. 2015; Kribelbauer et al. 2017; Yin et al. 2017). There is limited evidence for evolutionary selection of CpGs to reside in defined positions (Cohen et al. 2011), arguing that only a minority of CpGs are part of larger motifs. This suggests a neutral evolutionary regime in which CpGs come and go in a mostly random fashion within CGIs. Importantly, the latter does not exclude a functional contribution. CpG density alone can protect DNA from methylation (Lienert et al. 2011; Krebs et al. 2014; Wachter et al. 2014; Long et al. 2016), and CpG dinucleotides have been suggested to further act as a signaling module (Bird 2011). A possible mechanism involves ZF-CxxC domain proteins, which bind unmethylated CpGs (Long et al. 2013). Several chromatin modifying enzymes contain CxxC domains, and some are proposed to counteract methyltransferase activity (Ooi et al. 2007; Cedar and Bergman 2009).

Taken together, CpGs could have a general effect on promoter activity that is distinct from their occurrence as a part of complex TF motifs. Distinguishing these scenarios is not trivial. It requires knowledge of TF binding within CGIs and testing the contribution of CpGs to promoter activity. While the former can be addressed using ChIP-seq, the latter requires a reporter assay that quantifies transcriptional output as a function of sequence mutations. Due to the high frequency of the CpG dinucleotide, this requires many mutations and measuring many variants. Thus far, most high-throughput transcriptional reporter assays in higher eukaryotes used transient transfection (Patwardhan et al. 2009, 2012; Kwasnieski et al. 2012; Melnikov et al. 2012; Mogno et al. 2013; White et al. 2013; Shen et al. 2015). Chromosome integration is, however, desirable given the reported differences in transcriptional activity from episomes or varied chromosomal location (Inoue et al. 2017).

Here, we investigate the contribution of CpGs to transcriptional activity and binding of transcription factors to their motifs in CGIs. We contrast hundreds of mutant sequences after inserting them into the same genomic site in mouse embryonic stem cells (ESCs). The resulting loss- and gain-of-function experiments reveal that CpGs contribute to transcriptional output independent of DNA methylation.

## Results

### Parallel reporter assay at a defined chromosomal site

Investigating CpG function necessitates an approach that systematically compares different sequences in parallel and in the context of chromosomal DNA. This requires a sequencing strategy that links RNA molecules (i.e., expression counts) to upstream regulatory regions that are not part of the transcript. Toward this goal, we designed a parallel reporter assay called TrAC-seq (Transcriptional Activity in Chromatin). With TrAC-seq, promoter sequences are cloned in a pooled format and inserted into a defined genomic locus. The resulting transcripts are sequenced and assigned to their specific promoters using barcodes (BCs) (Fig. 1C). BC frequencies are quantified by isolating RNA and DNA and sequencing the BCs from both. Resulting barcode frequencies in the RNA are then normalized to the frequency of the actual template using the representation of the same BC in the DNA of the cell population (Fig. 1C; Methods).

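Data of 8 promoter libraries in mouse embryonic stem cells (ESCs) were analysed, each with 3 replicates of paired RNA and genomic DNA samples. The authors counted the reads of each BC, scaled the RNA and DNA samples of a replicate to the smaller total, and kept BCs with more than 20 DNA reads. The enrichment of a BC is its RNA count over its DNA count plus a pseudocount of 0.05, and the deposited activity of a construct is the geometric mean over its BCs on a linear scale. Here these activities were converted to log2. Because of the pseudocount, no construct can fall below -4.32 on the log2 scale, and values within 0.5 of it are called inactive here. The number of BCs behind a replicate ranged from 116 to 432 in the library with E. coli sequences, with a median of 5 per construct, and from 1634 to 3158 in the library of 10-bp windows of Pwp2, with a median of 22. Read totals are not given in the values used here, so the precision is known only through the number of BCs and the spread between replicates. As in the paper, constructs with at least 3 BCs in at least 2 replicates were kept, except in the library of Pwp2 window and motif mutants, where 1 BC was enough. The paper states that the analysis was done in triplicate after genomic insertion and does not say whether the replicates were separate cultures. P-values of tests over replicates, by limma or by exchange of cell-line labels, therefore measure only the spread between these samples, which may be technical. Permutation tests over constructs, promoters or clones take those as their unit.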

To control for the contribution of chromatin and the local genetic environment, we integrated the library of promoter-barcode constructs into the beta-globin locus in ESCs using recombinase-mediated cassette exchange (RMCE) (Lienert et al. 2011; Krebs et al. 2014). This region is transcriptionally silent outside the erythroid lineage (Fromm and Bulge 2009).

The mean signal of all BCs corresponding to one promoter allowed us to reproducibly quantify the relative activity of promoters within a pool (Supplemental Figs. S1A,B, S4A,B, S4E–G, S5A,B), enabling the measurement of up to ∼3100 promoter-BC constructs within a single experiment. 

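Across constructs, log2 activities of the replicates of a library were closely related, with a median Spearman correlation of 0.927 over 36 pairs of replicates from wild-type cells and from cells without DNA methyltransferases. The highest correlation was 0.983, in the Pwp2 library with CpG mutants in the native and in an artificial context, where the 3 pairs from wild-type cells reached at least 0.957 over 23 constructs. CpG mutants of further CGI promoters gave 0.950 to 0.960 in wild-type cells and 0.965 to 0.982 in cells without DNA methyltransferases. The lowest value was 0.681, over the few constructs of the library with E. coli sequences, in which most constructs were inactive and their order is left to noise. The 10-bp window library gave 0.733 to 0.780 over 45 constructs, many of which had similar activities, while its lowest Pearson's r was 0.912. The largest p of any pair was 0.00875 (permutation test, two-sided, exact below 10 constructs). These correlations are across constructs, which are not independent replicates, and no pair of replicates held identical values.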

In total, we tested more than 10,000 promoter-BC constructs representing ∼270 unique promoter sequences.

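The largest single replicate held 3158 BCs, in the 10-bp window library of Pwp2, and the largest wild-type replicates of the 8 libraries add up to 10741 BCs. The number of constructs that passed in at least 2 replicates was 57 for CpG mutants of individual CGI promoters, of which 4 are of Tusc3, whose WT construct did not pass, 45 for the 10-bp windows, 34 each for the Snx3 library and the Pwp2 library of window and motif mutants, and 23 for the Pwp2 library with an artificial context. The library with E. coli sequences had 17, and both libraries of housekeeping promoters had 10 and 60. Together these are 280 constructs. The number is 262 when the 10 promoters of the first housekeeping library are not counted again in the Snx3 and E. coli libraries. WT Pwp2 and 11 promoters of the second housekeeping library are still counted in more than 1 library.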

### High density of CpGs alone does not confer CGI activity

Normalized CpG density correlates well with transcriptional activity of endogenous promoters (Fig. 1B), but whether or not this is a direct consequence of CpG density remains unclear. High CpG density coincides with features of transcriptionally permissive chromatin, such as trimethylation at lysine 4 on histone H3 (H3K4me3) and a lack of DNA methylation at endogenous and artificial sequences (Lienert et al. 2011; Krebs et al. 2014; Wachter et al. 2014). To assess if high CpG density alone is sufficient for transcriptional activity, we tested the activity of sequences from a prokaryotic genome (*Escherichia coli*). These have a CpG density comparable to CGIs but have not evolved binding sites for eukaryotic TFs. Combined with a minimal promoter, their activity, however, is barely detectable by TrAC-seq compared to a selection of active housekeeping gene promoters (Fig. 1D), showing that high CpG density is insufficient for transcriptional activity on chromatin. 

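The 8 E. coli sequences that passed were almost inactive, with a mean log2 activity of -4.20 ± 0.21 (SD over 8 sequences), although their normalized CpG density (OE) ranged from 0.849 to 1.28. Of these, 7 lay within 0.5 of the lowest measurable value, and the most active reached -3.75; a further sequence with a value of -0.88 in a single replicate, on 3 BCs, did not pass. The 8 housekeeping gene promoters of the same pool averaged -2.40 ± 1.98 (SD over 8 promoters) and differed widely. Actb, the promoter of beta-actin, reached 0.96 ± 0.75 (SD, n = 3), Psmd4, a proteasome subunit, -0.86 ± 0.52, and Pigm, an enzyme of GPI anchor synthesis, -0.92 ± 1.11. Snx3 had -2.16 and Polr2g, a subunit of RNA polymerase II, -3.39, while Tpp1, PGK and Kdelr1 were inactive. The viral CMV promoter, which was kept apart, had -2.20 ± 0.31 (SD, n = 3). The activity of 5 of the 8 housekeeping promoters was above that of every E. coli sequence, and the mean difference was 1.80, or 3.48-fold (two-sided exact permutation test over constructs, p = 0.0138). Inactive constructs of both groups, 7 E. coli sequences and 3 promoters, limit how far this difference can be measured. The difference was 2.21 and 1.48 in replicates 1 and 2, each over 8 sequences and 8 promoters. It was 2.48 in replicate 3, over only 3 sequences and 5 promoters. With at least 10 BCs, only 6 constructs remain and the difference is 2.64 (exact permutation test, p = 0.333); over the promoters drawn in Fig. 1D alone, a choice made after seeing the values, it is 3.45 (exact permutation test, p = 0.00202). From the low activity of these sequences the paper concludes that high CpG density is not sufficient for transcription on chromatin.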

Even if insufficient for activity, CpGs could nevertheless contribute to CGI activity. To test this requires mutating CpGs and monitoring the effect on activity. A careful design of such mutations is needed to distinguish between CpGs that are part of complex TF motifs (motif-CpGs) and those that are not (non-motif-CpGs). Since binding motifs are generally poor predictors of actual TF binding due to many unoccupied motif occurrences (Biggin 2011), we determined actual binding of selected TFs using ChIP-seq.

### TF motifs within CpG islands are preferentially bound

We profiled four TFs with CpGs in their canonical motifs and relatively broad expression pattern (Fig. 2A; Supplemental Fig. S2A–D; data from Shen et al. 2012). Among these, SP1 and SP3 were implicated in regulating a CGI promoter (Brandeis et al. 1994; Macleod et al. 1994), while we previously profiled NRF1, revealing its binding inhibition by DNA methylation (Domcke et al. 2015). We profiled SP1, SP3, and GABPA in mouse embryonic stem cells using the “Rambio” approach (Supplemental Fig. S2E–G; Baubec et al. 2013), yielding reproducible ChIP-seq data for all factors (Supplemental Fig. S2H). Binding was indistinguishable between SP1 and SP3, which recognize similar low complexity motifs and displayed comparably low enrichments (Supplemental Fig. S2I). This limited an in-depth analysis of binding sites but allowed the classification of promoters as bound or unbound (Fig. 2B). Local enrichments were considerably higher for NRF1 and GABPA, enabling a detailed analysis (Fig. 2C,D; Supplemental Fig. S3A).

**Figure 2.**
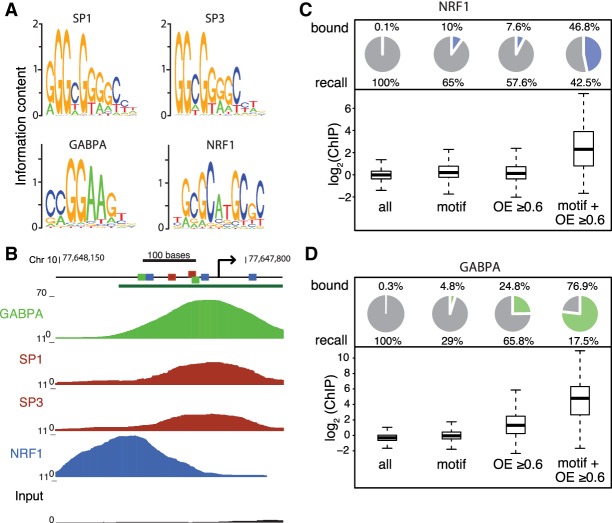
Bound TF motifs are enriched in CpG islands. (*A*) Position weight matrices of SP1, SP3, GABPA, and NRF1 as inferred from the respective ChIP-seq peaks. (*B*) Browser screenshot of SP1, SP3, GABPA, and NRF1 ChIP-seq data sets at the *Pwp2* promoter. Predicted TF motifs for the respective factors are highlighted as colored squares; the green bar indicates a CpG island. (*C*) High CpG density and TF motif occurrence combined result in the largest enrichment of bound TF motifs. Pie charts show, for different subsets, the percentage of NRF1-bound genomic windows (600-nt tiling windows, log_2_ enrichment over input >2.5), with the percentage indicated above the pie chart (bound); (recall) percentage of all bound genomic windows that are part of each subset. Corresponding box plots of log_2_ ChIP enrichments are shown *below* the pie charts. (All) All windows, (motif) windows containing a motif that has a log-odds score ≥ 12 (log_2_ scale), (OE ≥ 0.6) windows with an OE ≥ 0.6, (motif + OE ≥ 0.6) windows with both a motif with a log-odds score ≥ 12 and an OE ≥ 0.6. (*D*) Same as in *C* for the first replicate of GABPA.

As expected, presence of motifs of at least intermediate motif score are a poor predictor of binding for these two factors, since only 10% and ∼5% of all genomic windows with NRF1 and GABPA motifs are bound, respectively (Fig. 2C,D; Supplemental Fig. S3A). To test how CpG frequency relates to binding, we contrasted CpG density with TF binding independent of motif. For both factors, binding is more prevalent in windows with higher CpG density (OE ≥ 0.6) (Fig. 2C,D). For GABPA, enrichments in high CpG density windows are larger than in those that harbor a motif of at least intermediate score (Fig. 2D; Supplemental Fig. S3A). Windows with both high CpG density and motif occurrence are bound at high frequency, with NRF1 occupying ∼45% and GABPA ∼70% of these windows (Fig. 2C,D; Supplemental Fig. S3A). They account for ∼40% of all binding events for NRF1 and ∼15%–20% for GABPA.

To move beyond this binarized comparison, we explored the predictive power of CpG and motif over a continuous range. This revealed that binding increases with CpG density and starts to diminish around the CGI threshold (Supplemental Fig. S3B,C). For GABPA, CpG density predicts binding better than motif alone, which is not the case for NRF1 (Supplemental Fig. S3B,C). Combining motif score and regional CpG density in an additive model using logistic regression improves the predictive power over individual measures (Supplemental Fig. S3B,C; Methods). If only windows with OE ≥ 0.6 are considered, almost all windows with top-scoring motifs are bound (roughly 90% for GABPA and 80% for NRF1) (Supplemental Fig. S3B,C). Taken together, this suggests that increasing CpG density does not simply enrich for bound motifs because the motifs themselves contain a CpG, but that CpG density itself contributes to binding, which, in turn, might affect transcriptional output of CGI promoters.

### CpG density contributes to CGI activity

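Housekeeping promoters inserted at the same locus differed strongly in activity. In the first library, the log2 activities of 9 housekeeping promoters ranged from -3.29 to 1.68, a 31.3-fold range, the viral CMV promoter had -1.69, and none was inactive. The highest were Actb with 1.68 ± 0.52, Psmd4 with 0.05 ± 0.57 (SD, n = 3) and Snx3, and the lowest Tpp1 with -3.07, Kdelr1 with -3.13 and PGK with -3.29. In the second library, 60 constructs ranged from -4.32 to 3.92, with a median of -2.93. The most active were Srfbp1, a binding partner of serum response factor, with 3.92 ± 1.02, Trmt11, a tRNA methyltransferase, with 3.91 ± 0.49, and Cops8, a subunit of the COP9 signalosome, with 2.39 ± 1.12 (SD, n = 3), each on few BCs. The median SD between replicates was 0.94 in the first library and 0.63 over the 31 constructs of the second that were not inactive (0.05 to 2.05), below both ranges. Activity in the second library went with the length of the insert. The 33 constructs longer than 350 bp had a median of 0.49 and 32 of them contain an annotated transcription start (GENCODE M1, mm9). The other 27 constructs are fragments of 28 to 286 bp without an annotated start, and all 27 were inactive; this division was made after the values were seen.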

To test the contribution of CpGs to transcription, we measured 78 broadly active CGI promoters with TrAC-seq (Supplemental Fig. S4A,B), which displayed variable expression (Supplemental Fig. S4C,D). 

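Snx3 encodes a sorting nexin of endosomal transport and lies on chromosome 10 of mm9 from 42221836 to 42255187 on the plus strand. Its promoter ranked 3 among the 10 promoters of the first library, CMV included, with a log2 activity of -0.01 ± 1.06 (SD, n = 3). Pwp2 encodes a factor of ribosome biogenesis and lies on chromosome 10 from 77633655 to 77647894 on the minus strand. Its promoter ranked 6 among the 60 constructs of the second library, with 1.69 ± 0.13 (SD, n = 3). The Pwp2 insert covers 428 bp, from 77647729 to 77648156, and holds the annotated transcription start at 77647894, the start codon that begins at 77647833, the end of exon 1 at 77647816 and the first bases of intron 1. Libraries were scaled separately, so these levels are not compared with each other.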

We focused on two promoters with high activity (*Snx3* [∼400 bp] and *Pwp2* [∼460 bp]) and systematically mutated their CpGs. To reduce the likelihood of changing motif-CpGs, we used the binding data described above to identify bound motifs. 

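The Snx3 mutant library had 470 to 631 BCs per replicate with a median of 10 per construct, and the Pwp2 library had 394 to 1107 BCs with a median of 11.5. The most active constructs of the Snx3 library were the Actb promoter, with a log2 activity of 1.86 ± 0.92 (SD, n = 3), the construct with only window 4 mutated, with 0.55 ± 1.15, and the Psmd4 promoter, with 0.25 ± 0.53; those of the Pwp2 library were the construct with only window 4 mutated, with 1.67 ± 0.52, the GABPA_1 mutant and WT Pwp2, with 1.56 ± 0.27. Activities were taken relative to the WT construct of the same replicate, as in the paper. For Snx3 this reference, with 46 CpGs, an OE of 0.920 and 62.5% G+C, is not the library construct without mutated windows, which has 44 CpGs, an OE of 0.995 and 67.9% G+C and did not pass. The correlation with OE was computed over 26 Snx3 and 14 Pwp2 sequences, WT included, whose lowest OE was 0.0625 and 0.538. Its significance was taken from the paper's test, a two-sided permutation test with 100000 resamples in which the constructs of each replicate are permuted independently, and from an alternative that permutes constructs jointly over the replicates. On data simulated without any relation to OE, the first test passed the threshold of 0.05 in 22% of the simulations for both series, and the joint test in 4.5% for Snx3 and 5.5% for Pwp2 (200 simulations each). The effect of each window was estimated by ordinary least squares of log2 activity on the mutated windows, separately in each replicate. For Pwp2, these window effects were added after the results were seen.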

We divided each promoter into four (*Pwp2*) or five (*Snx3*) regions and generated all possible combinations of regions with either wild-type (WT) sequence or regions in which all CpGs outside of bound TF binding sites of SP1, SP3, GABPA, and NRF1 were mutated (Fig. 3A). TrAC-seq of this library revealed for both promoters that activity decreases with decreased CpG density (Fig. 3B,C), suggesting that non-motif-CpGs contribute to transcriptional activity.

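In both series, constructs with fewer CpGs were less active, and the loss was spread over the Snx3 promoter but concentrated in 1 window of Pwp2. Mutating the 12 CpGs of Snx3 window 5 changed log2 activity by -2.12 ± 0.24 (SD, n = 3 replicates) and the 10 CpGs of window 2 by -1.49 ± 0.10, while windows 1, 3 and 4 contributed -0.45 ± 0.08, -0.85 ± 0.18 and -0.69 ± 0.22. In Pwp2, window 3 with 7 CpGs changed log2 activity by -3.34 ± 0.35 and window 2 by -1.28 ± 0.44, whereas the changes of windows 1 and 4, -0.55 ± 0.43 and -0.05 ± 0.58, were about as large as the spread between replicates or smaller. These additive effects accounted for 0.862 of the variance of the Snx3 constructs and 0.932 of that of the Pwp2 constructs. Across Snx3 constructs, Spearman's correlation of OE with activity was 0.90 ± 0.036 (SD, n = 3; permutation p = 1e-05, the smallest that the resamples give, in both tests; adjusted 1.67e-05 over the 5 correlations of this kind). Pearson's r was 0.857 (permutation p = 1e-05), and 0.856 without the 2 constructs farthest from the median OE. Across Pwp2 constructs, Spearman's correlation was 0.51 ± 0.154 (SD, n = 3; permutation p = 0.00096, adjusted 0.0012) and Pearson's r 0.537 (permutation p = 0.00041). With constructs permuted jointly, p was 0.0523 for the Spearman correlation and 0.0375 for Pearson's r. Without the 2 extreme constructs the Pwp2 correlation fell to 0.310 (permutation p = 0.0763) and r to 0.363, so it rests in part on these constructs. From the decrease of activity with CpG density, the paper proposes that non-motif-CpGs contribute to transcriptional activity.

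**Figure D1:**
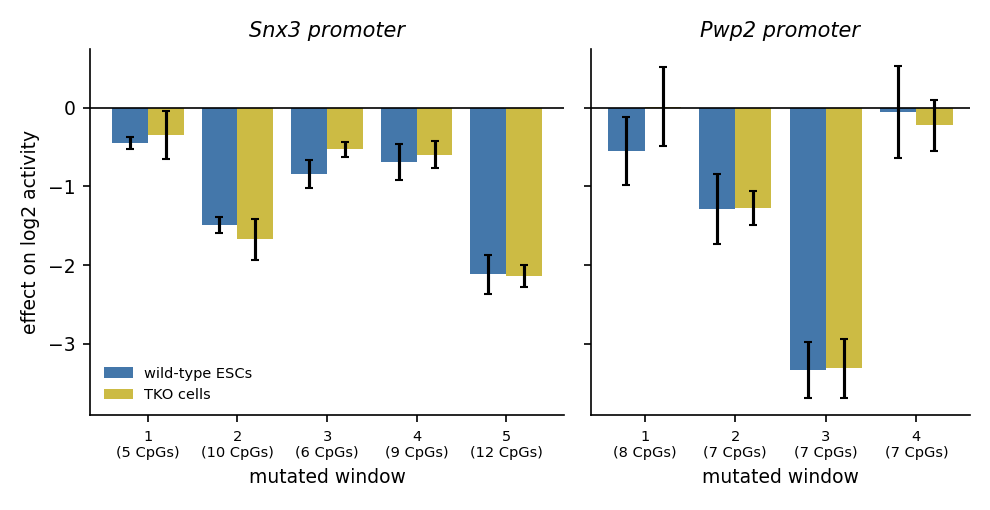
Effect of mutating all non-motif-CpGs of a window on log2 activity for the 5 Snx3 and 4 Pwp2 windows, from a least-squares fit over the constructs that passed, 25 for Snx3 and 14 for Pwp2 (13 in TKO cells). Bars are means and error bars SDs of 3 replicates in wild-type ESCs and in TKO cells, which lack DNA methyltransferases. Window 3 of Pwp2 has the lowest value, -3.34 in wild-type ESCs, and every Snx3 window lies below 0.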

**Figure 3.**
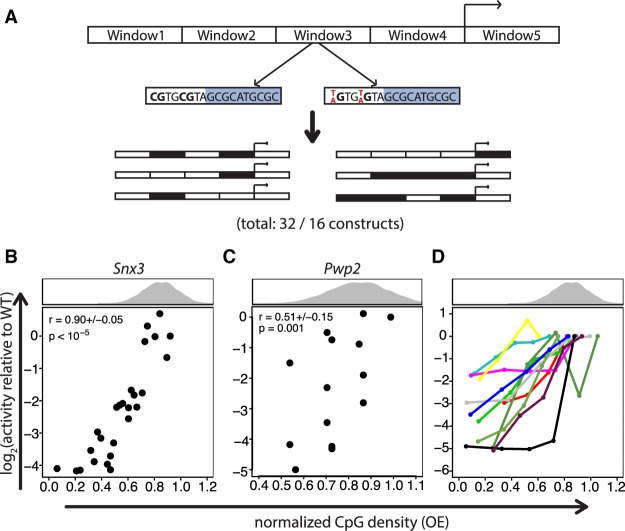
Normalized CpG density correlates with transcriptional activity. (*A*) Mutation strategy. Promoters were mutated in windows, in which all Cs within CpGs that were not a part of a complex motif of TFs with a ChIP-seq peak at the promoter were mutated to Ts (for *Snx3*) or As (for *Pwp2*). WT and mutant windows were assembled in all possible combinations and assayed for transcriptional activity. The windows in the *Snx3* promoter had 5, 10, 6, 9, and 12 CpGs, respectively, and ranged from 50–120 bp in size. For *Pwp2,* windows of 70–150 bp with 8, 7, 7, and 7 CpGs, respectively, were mutated. The numbers 32 and 16 indicate the number of constructs for *Snx3* and *Pwp2*, respectively, the large majority of which led to a transcriptional read-out. (*B*) Presence of CpGs positively correlates with transcriptional activity. Scatter plot of normalized CpG density versus transcriptional activity of *Snx3* promoter mutants. The histogram *above* the scatter plot depicts the normalized CpG density distribution within promoters overlapping CGIs. The average Spearman's correlation coefficient of all three replicates (±1 SD) and its significance is indicated in the *upper left* part of the plot. *P*-values were determined based on an approximate permutation test (see Methods). (*C*) Same as in *B* for the *Pwp2* promoter. Due to low coverage of BCs for this promoter series, in this case we adjusted the threshold on the minimal number of required BCs per promoter mutant to 1. (*D*) Positive correlation of normalized CpG density with transcriptional activity is a general feature in promoter mutant libraries. Scatter plot showing normalized CpG density versus transcriptional activity in the reporter assay for 11 promoters. Mutant promoters were generated by random mutation of Cs to As within CpGs if they were not part of complex motifs of TFs that have a ChIP-seq peak at the promoter. Different numbers of CpGs were mutated to generate five different normalized CpG densities per promoter.

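The library of further CGI promoters had 2166 to 2337 BCs per replicate, with a median of 21 per construct. WT promoters spanned log2 activities from -2.43 for Rrm1, the large subunit of ribonucleotide reductase, to 1.24 for Snrpb2, a protein of the U2 snRNP. Mul1 had 1.07, Cops8 0.94, the transcription factor gene Usf1 0.47, Napg -0.14, Nvl -0.25, Snupn -0.93, Nsmce1 -1.02, Fam165b -2.14 and Armc7 -2.19. The WT constructs hold from 28 CpGs in Fam165b to 52 in Cops8, with an OE of 0.607 in Armc7 to 1.05 in Cops8. Constructs of a further promoter, Tusc3, were left out of values relative to WT because its WT construct did not pass. The same promoters had been measured in the second housekeeping library, and both sets of activities were correlated (Spearman 0.818, permutation p = 0.00336; Pearson 0.848, permutation p = 0.00122; 0.819 without the 2 extreme promoters; 11 promoters).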

To ask if this observation can be generalized, we mutated 11 additional CGI promoters spanning a range of normalized CpG density and transcriptional activity (Fig. 3D; Supplemental Fig. S4H). This time, CpGs were randomly chosen to generate elements with 100%, 75%, 50%, 25%, and 0% of non-motif-CpGs. Here, we included an additional 17 published ChIP-seq data sets to define non-motif-CpGs (Supplemental Table S3). Moreover, CpGs to be mutated were randomly selected for each CpG density to ensure that effects are not due to absence of the same set of mutated CpGs of a particular promoter. This more comprehensive set of promoters shows a similar response; removing non-motif-CpGs lowers the transcriptional activity in most cases (Fig. 3D).

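Activity fell in step with the number of mutated non-motif-CpGs. The median over promoters was 58.7% of WT activity with 25% of the non-motif-CpGs mutated, 33.6% with 50%, 17.6% with 75% and 8.08% with 100%. All 10 promoters measured without non-motif-CpGs were below WT in every replicate, by -3.51 on average on the log2 scale, or 8.75% of WT (SD over promoters 1.39; two-sided exact sign-flip permutation test, p = 0.00195, the smallest for 10 promoters). Snrpb2, Cops8, Mul1 and Usf1 were left with 2.95% to 3.89% of WT and Fam165b, whose WT is among the weakest, with 31.7%, and the lowest log2 activities of the library were those of fully mutated Usf1, Rrm1 and Armc7, with -4.21, -4.17 and -4.08. The steps were not always regular. Mul1 was already at 3.98% with 25% mutated and Cops8 at 16.0%, yet Cops8 had 111% with 50% mutated, in a construct with another random choice of CpGs, and Armc7 rose to 162% with 25% mutated. Within promoters, Spearman's correlation of OE with activity was 0.819 ± 0.0016 (SD, n = 3 replicates; 53 constructs, each centred on its promoter; permutation p = 1e-05, the smallest the resamples give; adjusted 1.67e-05). Pearson's r was 0.812 (permutation p = 1e-05), and 0.811 without the 2 constructs farthest from the median OE. Of the fully mutated promoters, 8 lay within 0.5 of the lowest measurable value, so their losses are lower bounds and cannot be ranked; the other 2, Nvl and Fam165b, averaged -2.57 (exact permutation test, p = 0.5, the smallest for 2).

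**Figure D2:**
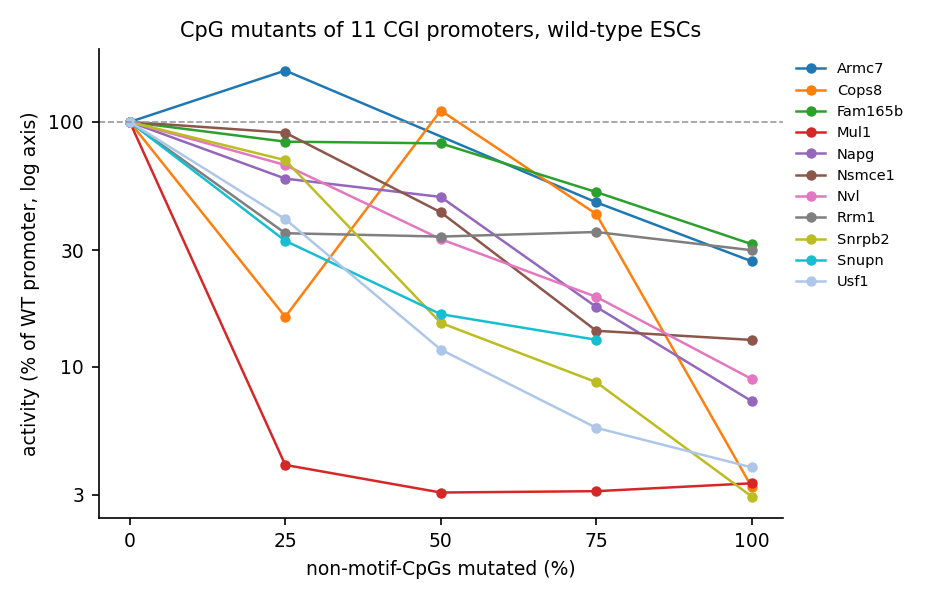
Activity of CpG mutants in percent of the WT promoter, on a log axis, against the share of non-motif-CpGs mutated. Points are means of the replicates in wild-type ESCs and each line joins the constructs of 1 of 11 promoters, with no value for Armc7 at 50% and Snupn at 100%. All 10 promoters measured at 100% lie between 2.95% and 31.7% of WT, and Cops8 rises from 16.0% at 25% to 111% at 50%.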

While these experiments argue for a general contribution of non-motif-CpGs to CGI transcriptional activity, we cannot exclude that some of the effect may be due to mutations of CpGs that reside within nonverified TF motifs.

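Around a straight line of log2 activity on OE, Pwp2 constructs scattered with a residual SD of 1.51 and Snx3 constructs with 0.71. The line accounted for 0.312 of the variance across the 14 Pwp2 constructs and 0.794 across the 26 Snx3 constructs, with slopes of 7.23 and 6.33 per unit of OE. The order of the noise between replicates depends on the scale. The median SD was 0.52 for Pwp2 constructs and 0.78 for Snx3 constructs relative to WT, where the noise of the WT construct enters every value, and 0.51 and 0.37 for log2 activities themselves. Of the 26 Snx3 constructs, 7 were inactive, which limits their spread, while none of the 14 Pwp2 constructs was. Without the inactive constructs, the median SD of Snx3 log2 activities was 0.43. The difference in residual SD itself was not tested.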

An indication of this may be the higher spread of activities at similar CpG densities for the *Pwp2* promoter compared to *Snx3* (Fig. 3B,C). Since we mutate windows of CpGs in different combinations (Fig. 3A–C) or individual CpGs in a random fashion (Fig. 3D), this seems unlikely. Nonetheless, we applied a more controlled mutation approach to the *Pwp2* promoter to test this possibility.

### Dissecting CpGs from TF motifs

To delineate functionally relevant motifs in the *Pwp2* promoter, we first located bound and unbound motifs of GABPA, SP1, MYC, and NRF1 using ChIP-seq data and measured transcriptional activity in constructs with mutated motifs (Fig. 4A). 

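The motif mutants were measured in the Pwp2 library described with the window mutants, and each rests on 1 to 82 BCs per replicate. The tested construct of 457 bp has the annotated transcription start at position 277. GABPA_1 was mutated at positions 153 to 161 (TTCACCGCT, chromosome 10 of mm9 from 77648010 to 77648018) and GABPA_2 at 255 to 264 (CCCGGAAGTG, from 77647907 to 77647916). SP1_1 lies at positions 216 to 225 (CGGGCGGGGC, from 77647946 to 77647955) and SP1_2 at 248 to 257 (GCTCCGCCCC, from 77647914 to 77647923), so that SP1_2 and GABPA_2 share 3 bp. NRF1_1 lies at 167 to 177, NRF1_2 at 275 to 284 over the transcription start, and NRF1_3 at 370 to 379 in intron 1. Log2 activity relative to WT in the same replicate was tested with limma for 12 mutants, with Benjamini-Hochberg adjustment over these.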

Upon mutation of GABPA and SP1, activity strongly decreases for one out of two motifs. 

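For each factor, 1 of the 2 single motif mutants lost most of the activity. Mutation of GABPA_2 left 7.79% of WT activity (log2 change -3.68, standard error 0.33, adjusted p = 1.35e-10 from limma), whereas 102% remained without GABPA_1 (log2 change 0.03, standard error 0.33, adjusted p = 0.923), which rests on 4, 1 and 2 BCs. Mutation of SP1_2 left 6.48% (log2 change -3.95, standard error 0.34, adjusted p = 9.16e-11). SP1_2 shares 3 bp with GABPA_2, and replacing its other 7 bp in the library of 10-bp windows left 99.5% of WT. The loss can therefore not be assigned to the SP1 motif alone. Without SP1_1, 66.5% remained (log2 change -0.59, adjusted p = 0.0913, and 0.0414 without replicate 1). Mutating both GABPA motifs left 8.19%, about as much as GABPA_2 alone. Mutating both SP1 motifs left 2.36%, and log2 activity was lower than without SP1_2 alone by a difference of -1.46 ± 0.54 (SD, n = 3), in 3 of 3 replicates. All motifs together left 2.35% of WT, and both of these values are upper limits, because the log2 activities of -3.85 lie within 0.5 of the lowest measurable value.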

For both factors, ChIP-seq signal is highest closer to the motif causing decreased activity when mutated. Especially for closely spaced SP1 motifs, it is unclear whether the resolution of ChIP-seq is sufficient to assign binding. For MYC and NRF1 motifs, activity decreases weakly upon mutation irrespective of binding. Thus, although binding does not predict activity, masking of CpGs that lead to large changes in activity when mutated appears a reasonable rationale to enrich for non-motif-CpGs. 

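Mutating single MYC or NRF1 motifs left about the same share of activity, with differences smaller than their standard errors, and far more than was left without GABPA_2 or SP1_2. Mutation of the MYC motif left 48.3% of WT activity (log2 change -1.05, standard error 0.33, adjusted p = 0.00695 from limma). The NRF1 mutants retained 54.5% for NRF1_1 (adjusted p = 0.0179), 50.4% for NRF1_2 (adjusted p = 0.00946) and 50.0% for NRF1_3 (adjusted p = 0.00695), each lower in 3 of 3 replicates. With all NRF1 motifs mutated, 35.9% remained (log2 change -1.48, adjusted p = 0.000256). In all, 10 of the 12 motif mutants were lower than WT, none was higher, and GABPA_1 and SP1_1 did not pass the test. Without replicate 3, or against a log2 change of 0.5, 6 were lower. MYC and the single NRF1 mutants did not pass the test without replicate 3 (adjusted p of 0.0551 to 0.0887), nor MYC and NRF1_2 without replicate 2 (0.0765 and 0.111), nor NRF1_1 without replicate 1 (0.190). With at least 3 BCs required, NRF1_1 did not pass either (adjusted p = 0.0766 from limma), while MYC, NRF1_2 and NRF1_3 still did. Relative to the median of the mutants, a reference that raises every value alike by 1.48 and so turns the sign for SP1_1, MYC and every NRF1 mutant, 5 were lower and 2 higher.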

Since mutating all CpGs is not feasible, we divided the *Pwp2* promoter into tiling windows of 10 bp and generated all possible constructs with one of the windows replaced by a random 10-bp CpG-free sequence. 

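The library of 10-bp windows held the largest single replicate of all libraries, with 1634 to 3158 BCs per replicate and 5 to 612 BCs per window and replicate. The windows tile the Pwp2 insert from position 15 to 441, that is chromosome 10 of mm9 from 77647730 to 77648156. Log2 activity relative to WT in the same replicate was tested with limma across the 42 windows.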

Measuring the resulting 42 mutants after genomic insertion revealed variable effects on promoter activity. 

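Of the 42 windows, 13 lowered the activity when mutated, 4 raised it and 25 did not pass the test (limma, adjusted p under 0.05). The largest reductions were those of windows 255-264 and 355-364, followed by 315-324 with 32.6% of WT activity, 365-374 with 42.8% and 385-394 with 50.5%. Windows 35-44, 105-114, 205-214 and 285-294 raised the activity to between 135% and 144% of WT, and 3 of these 4 hold no CpG. Relative to the median of the mutants in place of WT, which raises every window alike by 0.16, 11 were lower and 12 higher. Without replicate 1, 7 windows were lower and none higher, and without replicate 2, 4 and none.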

About half of the mutated 10-bp windows did not have a clear effect on expression (Fig. 4B). Some windows, however, showed a clear reduction in activity when mutated. While there is no general correspondence between predicted motifs in windows and reduced activity, the replacement with the strongest effect overlaps one GABPA motif (GABPA_2) and partially one SP1 motif (SP1_2), both of which reduce activity when mutated individually (Fig. 4A). 

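Replacing window 255-264 (CCCGGAAGTG, chromosome 10 from 77647907 to 77647916, upstream of the transcription start) left 14.3% of WT activity in the window library (log2 change -2.81, standard error 0.16, adjusted p = 2.19e-09 from limma), lower in 3 of 3 replicates. This window is the GABPA_2 motif and holds the last 3 of the 10 bp of SP1_2. The adjoining window 245-254, which holds the other 7 bp of SP1_2, left 99.5% (log2 change -0.01, standard error 0.19, adjusted p = 0.988). Window 295-304 (TCCGGAAGTG) resembles GABPA_2 in sequence but lies downstream of the start, and its replacement left 111% (log2 change 0.15, adjusted p = 0.527). Of the windows over GABPA_1, SP1_1 and the NRF1 motifs, 365-374 with the first part of NRF1_3 was the lowest, and 375-384 with the rest of this motif left 71% (adjusted p = 0.0548). Window 275-284 with NRF1_2 left 58.6% (adjusted p = 0.00141), 215-224 with most of SP1_1 68.1% (adjusted p = 0.0193), 165-174 with most of NRF1_1 75.2% (adjusted p = 0.0559), and 155-164 with most of GABPA_1 81.8% (adjusted p = 0.183).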

The window with the second strongest reduction does not contain a predicted motif indicating other binding events. 

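Window 355-364 (GGTGAGCGGC, chromosome 10 from 77647807 to 77647816) left 21% of WT activity, a log2 change of -2.25 (standard error 0.16, adjusted p = 2.32e-08 from limma), on 210 to 402 BCs per replicate. By the annotation of mm9, it holds the last base of exon 1 of Pwp2 and the first bases of intron 1, GTGAGC. The neighbouring windows 345-354, inside exon 1, and 365-374, inside intron 1, had log2 changes of -0.47 (adjusted p = 0.0374) and -1.22 (adjusted p = 1.95e-05). The paper states that this window holds no predicted motif and takes this as a sign of other binding events.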

Motifs with moderate effects on activity when mutated individually tend to lie in windows with moderate decreases in activity. Comparison of SP1/SP3 ChIP-seq signal at the endogenous *Pwp2* promoter and transcriptional activity of mutants shows that ChIP-seq, as expected, lacks the spatial resolution to correctly discriminate binding between closely spaced motifs and, in turn, predict the effect on activity (Fig. 4B,C). If motifs are located at a larger distance, like for GABPA, ChIP-seq can indeed be sufficient to predict if specific motifs are bound (Fig. 4B,C).

**Figure 4.**
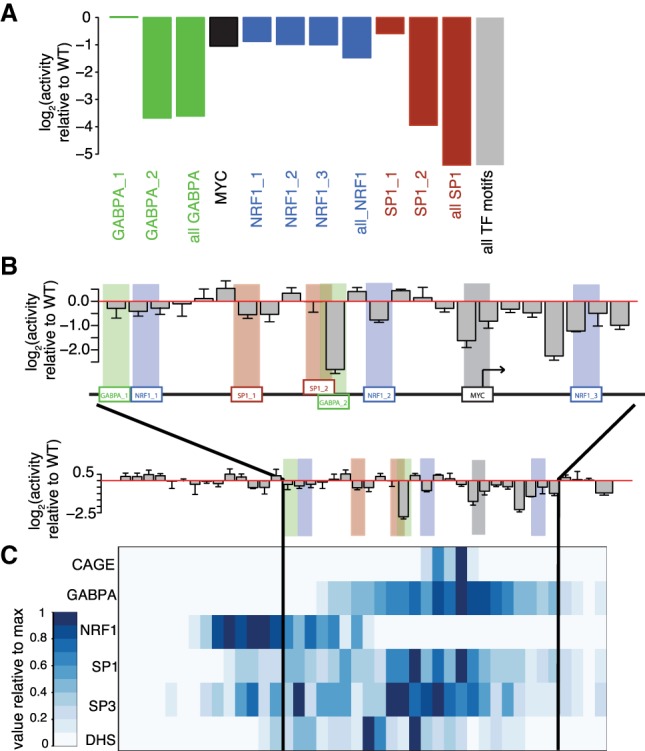
Characterization of the *Pwp2* promoter. (*A*) Mutation of specific TF motifs leads to decreased transcriptional activity. Bar plots showing log_2_ activity relative to WT constructs with single TF motif mutations or mutations of all motifs of each TF. Due to low coverage of BCs per promoter, we adjusted the threshold on the minimal number of required BCs per promoter mutant to 1. (*B*) Mutation of 10-bp windows reveals highly variable effects on promoter activity. Bar plots showing transcriptional activity relative to the WT construct of promoters with mutated windows near the TSS (*top*), where most changes are seen, compared to the entire promoter (*bottom*). Tiling 10-bp windows were mutated to a random CpG-free sequence to assess the contribution of each window to transcriptional activity. Error bars show ±1 SD of three replicates. A schematic view of a region of the *Pwp2* promoter that contains TF motifs (shown in colored boxes) and the TSS (indicated by arrow) is shown *between* the bar plots. (*C*) TF binding partially overlaps with regions important for transcriptional activity. Heat map displaying reads per 10-bp window for mRNA 5′ ends (CAGE), GABPA, NRF1, SP1, SP3 ChIP-seq, and DNase I hypersensitivity mapping at the endogenous *Pwp2* promoter (DHS). Scale is equal to promoter representation at the *bottom* of panel *B*.

Additionally, activity also decreases when mutating regions downstream from the dominant initiation site of the endogenous promoter as measured by CAGE (cap analysis by gene expression) (Fig. 4B; The FANTOM Consortium and the RIKEN PMI and CLST [DGT] 2014), suggesting that these regions contribute to initiation.

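Downstream of the annotated transcription start, 7 of 15 windows were lower than WT, 1 was higher and 7 did not pass the test, with a median of 72% of WT activity. Upstream, 5 of 26 windows were lower, 3 were higher and 18 did not pass, with a median of 98.6%, and the window over the start itself was lower. The lowest downstream windows after 355-364 were 315-324 in the 5' UTR (log2 change -1.62, standard error 0.17, adjusted p = 2.01e-06 from limma), 365-374, and 385-394 in intron 1 (log2 change -0.99, adjusted p = 0.000229, and 0.0533 without replicate 2). The last window, 425-441, left 51.9% (log2 change -0.95, adjusted p = 0.000301). Windows 395-404, 405-414 and 415-424, which lie between, left 103% to 119% and did not pass the test. The difference between the upstream and downstream parts was not tested.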

Having characterized the regulatory function of the *Pwp2* promoter at 10-bp resolution enabled us to define regions critical for transcriptional activity due to TF binding and non-motif-CpGs for further mutational analysis.

### Mutation of CpGs within regions not critical for transcriptional activity

Next, we mutated only CpGs of the *Pwp2* promoter lying in regions with minor or no effect on activity. 

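These mutants were measured in a further Pwp2 library with 400 to 1686 BCs per replicate and a median of 15 per construct. The native series has 11 constructs, namely WT with 39 CpGs in the construct of 457 bp, 3 constructs each with 35, 29 and 23 CpGs, and 1 with 19, and their OE ranges from 0.585 to 0.988. Correlations were computed and tested as for the window mutants.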

We randomly selected subsets of these CpGs, generated 11 mutants with different CpG densities (Fig. 5A), and tested their activity. This revealed that removing non-motif-CpGs decreases transcriptional activity, resulting in a general positive correlation between CpG density and activity. 

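The construct with the fewest CpGs, 19, had 68.8% of WT activity and was below WT in every replicate. The mean over 3 constructs with 23 CpGs was 85.2% of WT (72.1% to 116%), over 3 with 29 CpGs 112% (105% to 130%), and over 3 with 35 CpGs 134% (118% to 149%), so that activity rose with CpG number up to the step below WT. Spearman's correlation of OE with activity was 0.525 ± 0.041 (SD, n = 3 replicates; 11 constructs; permutation p = 0.00312, adjusted 0.00312) and Pearson's r 0.674 (permutation p = 8e-05), or 0.735 without the 2 constructs farthest from the median OE. With constructs permuted jointly over the replicates, p was 0.0776 for the Spearman correlation and 0.0177 for Pearson's r.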

More specifically, a decrease in activity relative to WT can be observed at CpG densities around 0.6–0.7 OE (Fig. 5B), where 0.7 corresponds to 12 CpGs mutated out of 35. 

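At an OE of 0.678, where 23 of 39 CpGs remain, 2 of 3 constructs were below WT in every replicate and the other was above WT in every replicate. At an OE of 0.806, with 10 CpGs mutated, no construct was below WT in every replicate and 1 was above it in every replicate. The construct at 0.585, with 20 CpGs mutated, had a log2 activity relative to WT of -0.54 ± 0.26 (SD, n = 3).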

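WT Pwp2, with 39 CpGs, was not the most active of the native series. The 3 constructs with 4 CpGs fewer were above WT in every replicate, and WT minus their mean was -0.42 ± 0.17 on the log2 scale (SD, n = 3). WT was 25.3% lower than their mean and 33.1% lower than the most active of them.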

Here, the construct with highest CpG density has up to ∼50% lower activity than other constructs with slightly lower CpG density (Fig. 5B). While this appears to be the case for a small number of additional tested constructs (Fig. 3B,D), further experiments would be required to clarify if this is a general effect.

**Figure 5.**
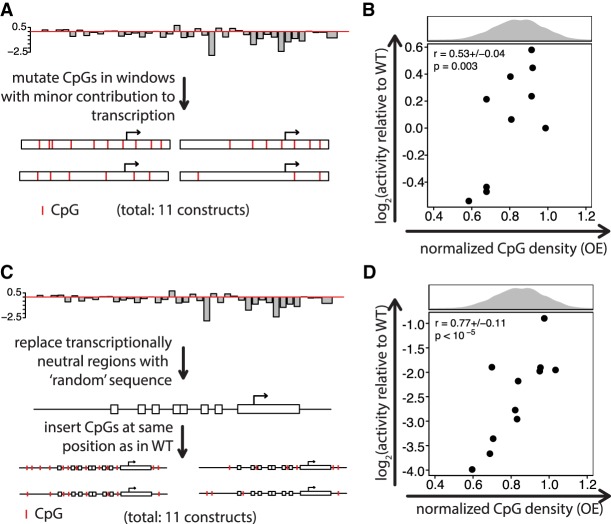
CpGs outside of TF motifs contribute to transcriptional activity of CGIs. (*A*) Mutation strategy. Cs in CpGs were mutated to As within 10-bp windows that showed small or no effect on activity when mutated. CpGs were mutated in random combinations within mutant promoter constructs. (*B*) CpGs outside of regions with a strong effect on transcriptional activity contribute to transcriptional activity. Scatter plot of normalized CpG density versus transcriptional activity relative to WT *Pwp2* for promoter mutants. Normalized CpG density correlates significantly with transcriptional activity. The average Spearman's correlation coefficient for all three replicates ±1 SD) and its significance is indicated in the *upper left* part of the scatter plot. *P*-values were determined based on an approximate permutation test (see Methods). (*C*) Mutation strategy to generate an artificial sequence context and strategy for adding back CpGs. We first determined all 10-bp sequence blocks of the *Pwp2* promoter with no effect or a weak effect on their activity when mutated and replaced them with random CpG-free sequences to retain correct spacing. Subsequently, different numbers of CpGs were re-introduced into the random CpG-free sequences at the same spatial locations as in the WT *Pwp2* promoter. (*D*) Normalized CpG density itself contributes to CGI activity. Scatter plot of normalized CpG density versus transcriptional activity relative to the activity of WT *Pwp2* for constructs in *C*. Normalized CpG density positively correlates with transcriptional activity. The average Spearman's correlation coefficient of all three replicates (±1 SD) and its significance is indicated in the *upper left* part of the scatter plot. *P*-values were calculated as in *B*.

Taken together, these findings again suggest that non-motif-CpGs contribute to transcriptional output. Finally, we wanted to test this model in a gain-of-function assay.

### Increasing CpGs within an artificial sequence context enhances promoter activity

To directly examine if CpGs alone contribute to transcriptional activity, we increased CpG density in a random sequence context. More specifically, we exchanged regions of the *Pwp2* promoter with no role or a minimal role in transcriptional activity with CpG-free sequences (Fig. 5C). This replaced ∼60% of the sequence, decreasing CpG density from ∼1 to ∼0.6 OE ratio. Using this as our baseline sequence, we reintroduced CpGs into the CpG-free regions at the same positions as in WT but in random combinations and quantified the effect on transcriptional activity. This revealed that increasing CpG density alone resulted in a gradual activity increase (Fig. 5D). 

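Activity in the artificial context rose with the number of CpGs added back, from a mean of 12.7% of WT over 3 constructs with 23 CpGs to 16.1% with 29 and 33.1% with 35. Constructs with the same number of CpGs differed, from 7.88% to 26.9% at 23 CpGs and from 12.9% to 22.1% at 29. Spearman's correlation of OE with activity was 0.767 ± 0.11 (SD, n = 3 replicates; 11 constructs; permutation p = 1e-05, the smallest the resamples give; adjusted 1.67e-05), and p was 0.00398 with constructs permuted jointly. Pearson's r was 0.754 (permutation p = 1e-05), and 0.681 without the 2 constructs farthest from the median OE. The constructs were part of the library described for the mutants of the native context, and all 11 were below WT in every replicate. From this increase in an otherwise random sequence, the paper concludes that increasing CpG density enhances promoter activity.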

We were able to regain up to ∼26% of WT promoter activity when reintroducing an equal number of CpGs as in WT (*n* = 20) and increased the activity as high as ∼54% of WT by adding more CpGs (Fig. 5D). 

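The base construct, in which the exchanged regions are free of CpGs, had 6.30% ± 2.25 of WT activity (SD, n = 3). With 20 CpGs added back, which restores the WT number of 39, activity was 25.8% ± 6.52 (SD, n = 3), or at least 4.10-fold that of the base. The highest activity, 53.7% ± 3.37 (SD, n = 3), or at least 8.52-fold that of the base, was that of a construct with 16 CpGs added back, 35 in all. These folds are lower bounds, because the log2 activity of the base, -3.84, lies within 0.5 of the lowest measurable value. Both increases exceeded the spread between replicates, since the highest replicate of the base was 9.11% and the lowest replicate of the construct with 39 CpGs 18.9%.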

As in Figure 5B, the construct with the highest CpG density does not have the highest activity (Fig. 5D).

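The artificial construct with the highest OE, 1.03, had a log2 activity relative to WT of -1.95 ± 0.39 (SD, n = 3), against -0.90 ± 0.09 for the most active one at an OE of 0.974. This gap is larger than the spread between replicates. Of the 3 constructs with 16 CpGs added back, the least active differed from it by less than the SD between replicates.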

When these findings are taken together, we conclude that increasing CpG density enhances promoter activity, providing further support for CpG density contributing to CGI activity.

### DNA methyltransferase activity does not account for transcriptional effect

Since high CpG density antagonizes DNA methylation of chromosomally inserted sequences (Lienert et al. 2011; Krebs et al. 2014), reducing CpGs could lead to DNA methylation, which, in turn, might account for activity reduction.

To test this, we repeated selected activity measures (Figs. 3B–D, 5B,D) in cells that lack DNA methyltransferase activity. 

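In TKO cells, 4 of the libraries were measured in 3 replicates each, with fewer BCs than in wild-type ESCs for 3 of them. There were 517 to 643 BCs per replicate in the Snx3 library, 356 to 390 in the Pwp2 library of window and motif mutants, 700 to 750 in the library of further CGI promoters, and 298 to 333 in the Pwp2 library with native and artificial contexts. The effect of a construct is its log2 activity relative to the WT construct of the same cell line and replicate, and the change between cell lines is this value in TKO minus that in wild-type ESCs. A change could be computed for 90 CpG mutants, which leaves out Mul1, whose WT construct had no value in TKO cells. Its relation to OE was tested as in the paper, by exchanging the labels of the 3 wild-type and 3 TKO replicates in all 20 ways, and single constructs were tested with limma across the 90 constructs.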

We generated a *Dnmt1*, *Dnmt3a*, and *Dnmt3b* triple-knockout (TKO) from our parental line and performed the same genomic integration (Supplemental Fig. S5C,D). We then tested CpG density promoter mutants and compared their activity to the wild-type parental cells. This revealed that CpG contribution to promoter activity is independent of DNA methyltransferases (Fig. 6).

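CpG density went with activity in TKO cells as well. Spearman's correlation of OE with activity was 0.887 ± 0.012 (SD, n = 3) in the Snx3 series, 0.77 ± 0.044 in the artificial context, and 0.826 ± 0.013 within 10 promoters (43 constructs), each with a permutation p of 1e-05, the smallest the resamples give. It was 0.575 ± 0.250 in the native Pwp2 series (permutation p = 0.00089) and 0.440 ± 0.144 over the Pwp2 windows (permutation p = 0.00741). Pearson's r ranged from 0.593 over the Pwp2 windows to 0.855 within the 10 promoters. With constructs permuted jointly, p was 0.00823 in the artificial context, 0.026 in the native series and 0.109 over the Pwp2 windows, and remained 1e-05 in the Snx3 series. Promoters without non-motif-CpGs had 6.77% of WT activity in TKO cells, a mean log2 change of -3.89 over 8 promoters that was lower in all 8 (two-sided exact sign-flip permutation test, p = 0.00781, the smallest for 8). For these 8 promoters, the change in TKO minus that in wild-type ESCs was -0.34 (exact sign-flip permutation test, p = 0.242), but all 8 were inactive in TKO cells, so that their losses are lower bounds. The Snx3 and Pwp2 windows that mattered most had similar effects in TKO cells, with -2.14 ± 0.14 for window 5 of Snx3 and -3.31 ± 0.37 for window 3 of Pwp2 (SD, n = 3).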

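The change between cell lines went both ways, from -1.56 to 1.58 on the log2 scale, and its relation to OE did not pass the test. Its median was -0.06 over all constructs, its median size without regard to sign was 0.35 at a median standard error of 0.30, and 9 of the 90 constructs had a change of more than 1 in either direction. Over the 12 Pwp2 window mutants its median was 0.49, which follows from a change of -0.82 in the WT construct: the mutants' own activities had a median change of -0.34 and were lower in TKO cells for 8 of the 12. Spearman's correlation of OE with the change was 0.144 over 90 constructs (exact permutation test over 20 labelings, p = 0.2, where the smallest possible p is 0.1) and Pearson's r 0.159 (exact p = 0.2), or 0.143 without the 2 constructs farthest from the median OE. Spearman's correlation was 0.0287 without replicate 3 and 0.055 over 74 constructs with low values left out (exact permutation p = 1 and 0.7). Within the libraries, it was 0.0689 for Snx3, 0.307 for 33 mutants of 10 promoters, 0.0829 for the native and artificial contexts and -0.200 for the Pwp2 windows, with exact permutation p of 0.7, 0.1, 0.9 and 0.5. With activities as deposited, not taken relative to WT, which gave values for 94 constructs, it turned to -0.298 (exact permutation p = 0.2). Libraries were scaled separately, and the median change of the mutants' own activities differed between them. It was -0.34 for the Pwp2 windows, -0.33 for the native and artificial contexts, 0.07 for Snx3 and 0.05 for the further promoters. Such offsets enter this correlation and the counts with activities as deposited, so neither can be read as an effect of OE alone. Of the 90 constructs, 3 were lower in TKO cells, 1 was higher and 86 did not pass the test (limma, adjusted p under 0.05); 13 had an unadjusted p under 0.05. Without replicate 1, 5 were lower and 6 higher, and without replicate 2 or 3, 2 were lower and 1 higher. With activities as deposited, which gave values for 94 constructs, 10 were lower and 2 higher. Those lower were fully mutated Fam165b, by -1.56 (adjusted p = 0.00327), fully mutated Nvl, by -1.04 (adjusted p = 0.035), and an artificial construct with 29 CpGs, by -1.44 (adjusted p = 0.000251), and Snupn with 50% of non-motif-CpGs mutated was higher, by 1.58 (adjusted p = 0.000251). The call for Nvl was lost without replicate 2 (adjusted p = 0.237) or 3 (adjusted p = 0.551), with low values left out (adjusted p = 0.0596) and with activities as deposited (adjusted p = 0.425), and that for Snupn with activities as deposited (adjusted p = 0.0633). The paper states that the contribution of CpGs to promoter activity does not depend on DNA methyltransferases.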

**Figure 6.**
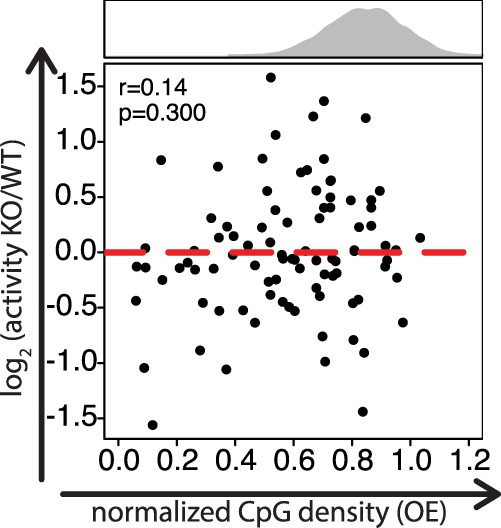
DNA methylation does not affect transcriptional activity of mutant promoters with low normalized CpG density. Scatter plot showing normalized CpG density versus log_2_ activity fold change of WT compared to *Dnmt* TKO cells. No significant dependence is observed. The Spearman's correlation coefficient and its significance are indicated in the *upper left* part of the figure. *P*-values were determined based on an exact permutation test (see Methods).

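Methylation was measured by bisulfite sequencing of the inserted promoter in single clones of wild-type ESCs. The values used here are the authors' mean methylation over the CpGs of the insert, as a fraction per clone, for 58 clones of 25 constructs of 11 promoters, with 2 constructs of Tusc3 among them. Of the constructs, 11 rest on a single clone, and the number of reads behind a value is not known. Clones of a construct were averaged, and the relation to OE was tested as in the paper by permuting the clone values over constructs.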

Next, we measured the actual DNA methylation of several mutant CGI promoters (constructs in Fig. 3D) by bisulfite sequencing of individual clones. This revealed that sequences with low CpG density indeed show an increase in DNA methylation (Supplemental Fig. S5E), in line with our previous findings that CpGs indeed protect against DNA methylation. These CpG-poor promoters (i.e., non-CGIs) show very low to no transcriptional activity in both wild-type and DNA methyltransferase TKO cells. 

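Constructs with few CpGs were more methylated, but OE alone did not set the level. The most methylated constructs were Rrm1 with 50% of non-motif-CpGs mutated, with 82.3% methylation, Usf1 with 75%, at 80.0%, and Nvl with 100%, at 70.1% ± 9.95 (SD, n = 2 clones). The least methylated were the WT promoters of Snrpb2, with 0.0489% ± 0.0512 (SD, n = 3 clones), Napg, with 0.490% ± 0.520 (SD, n = 4), and Nsmce1, with 1.64% ± 0.763 (SD, n = 4). Across constructs, Spearman's correlation of OE with methylation was -0.642 (permutation p = 0.00081) and Pearson's r -0.606 (permutation p = 0.00073), or -0.537 without the 2 constructs farthest from the median OE. Of 10 constructs below 10% methylation, the lowest OE was 0.332, in Tusc3 with 75% mutated, and of 9 above 50%, the highest OE was 0.732, so both groups overlap in OE. The WT promoter of Rrm1 had 20.5% ± 3.26 (SD, n = 2 clones), the highest value of the 4 unmutated promoters.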

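Of the 9 constructs with more than 50% methylation, 6 were inactive in wild-type ESCs and 7 in TKO cells. The most active of them, Napg with 75% of non-motif-CpGs mutated, had a log2 activity of -2.65 ± 0.20 (SD, n = 3) in wild-type ESCs and -2.67 ± 0.04 (SD, n = 3) in TKO cells, at 52% methylation. The most methylated construct, of Rrm1, had -3.98 ± 0.14 and -4.10 ± 0.10. Of the 10 constructs below 10% methylation, 9 had log2 activities from -2.27 to 1.24 in wild-type ESCs and from -2.19 to 1.10 in TKO cells. The other, Mul1 with 25% mutated, had -3.59 ± 0.18 in wild-type ESCs and -4.11 ± 0.21 in TKO cells at 2.55% methylation, measured in a single clone.

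**Figure D3:**
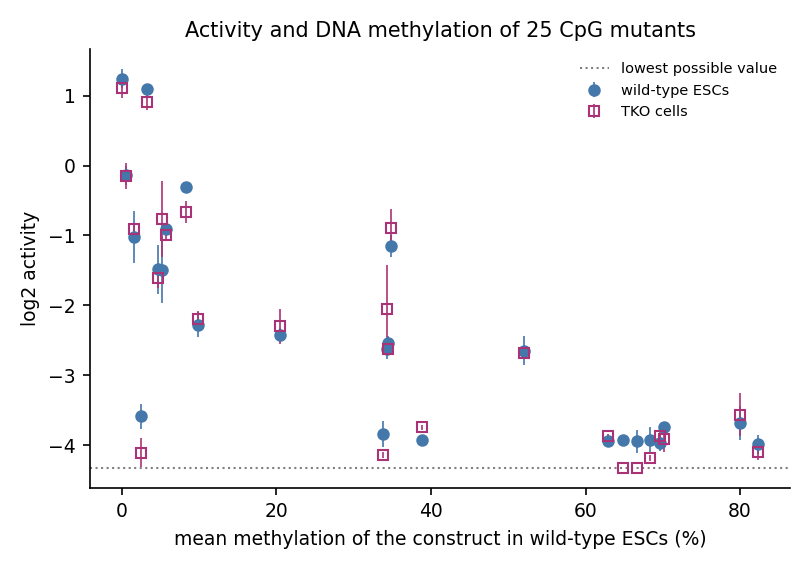
Log2 activity of 25 constructs against their mean methylation in percent, measured in wild-type ESCs. Filled circles are activities in wild-type ESCs and open squares those in TKO cells, with SDs of the replicates; the dotted line is the lowest measurable value, -4.32. Constructs above 50% methylation lie at or below -2.65 in both cell lines.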

We conclude that within the tested constructs, de novo methylation occurs at already inactive CpG-poor promoters but does not account for differential expression of CpG-rich and CpG-poor promoters.

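Methylation in wild-type ESCs did not pass the test for a relation to the change of relative activity in TKO cells, with a Spearman correlation of -0.225 (permutation p = 0.419) and a Pearson's r of -0.0705 (permutation p = 0.807) over 15 constructs; without the 2 constructs at the extremes of methylation, r was -0.451. Without replicate 1 the Spearman correlation was 0.0964 (permutation p = 0.733). The lowest change was that of fully mutated Nvl and the highest, 0.77, that of Usf1 with 75% of non-motif-CpGs mutated. The own activities of these constructs, both among the 3 most methylated, changed by only -0.17 and 0.12, so most of either value comes from the WT constructs they are taken relative to. The paper concludes that methylation arises at promoters that are already inactive and does not explain the difference between CpG-rich and CpG-poor constructs.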

## Discussion

By combining genome-wide profiling of TFs with high-throughput genomic insertion of promoter mutants, this study shows that CpGs are not sufficient but necessary for full activity of CGIs.

In order to obtain such comprehensive data, the development of a parallel reporter assay proved essential. Previous studies described substantial differences in transcriptional activity of constructs depending on chromosomal/episomal context (Inoue et al. 2017) or genomic location (Akhtar et al. 2013). In the current study, we introduce TrAC-seq, which enabled reproducible and sensitive measurements from constructs after insertion into the same genomic locus. As a result, only one construct is tested per cell, yet multiple measurements were obtained for each tested sequence within the cell population. This sensitivity allowed quantification of subtle changes in transcriptional activity. This assay can also be utilized to explore other sequence features of promoters or enhancers. Combined with two other approaches to measure in parallel at the same genomic site which were reported following submission of our work (Maricque et al. 2018; Weingarten-Gabbay et al. 2019), this largely extends the toolset to study *cis*-acting sequences.

Here, TrAC-seq allowed us to iterate sufficient mutant constructs to show unequivocally that CpG dinucleotides contribute to activity regardless of being in a complex motif. This is evident when removing CpGs in regions that are not critical for activity but also when adding CpGs in an otherwise random sequence context. This provides functional evidence to correlative observations linking high CpG density to active chromatin marks and high expression (Guenther et al. 2007; Weber et al. 2007; Thomson et al. 2010; Deaton and Bird 2011; Fenouil et al. 2012; van Arendsbergen et al. 2016), as well as the findings that CpG-dense sequences are free of DNA methylation when inserted into the genome (Lienert et al. 2011; Krebs et al. 2014).

A previous study suggested that the open chromatin structure of CGIs depends on high G and C content as well as high CpG density (Wachter et al. 2014). Since we focused on CpGs in our study, we cannot formally exclude a contribution of G and C content to transcriptional activity. However, we observe clear transcriptional effects upon mutations of CpGs that cause only small changes of G + C content (Supplemental Fig. S4I), strongly arguing that primarily CpG density increases activity.

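The exchange of CpGs for other dinucleotides also lowered the G+C content. It ranged from 57.1% to 66.3% over the Snx3 window mutants and from 55.1% to 58.4% over those of Pwp2, whose WT construct has 60.0%. The ranges were 55.8% to 60.0% in the native series, WT included, and 53.6% to 58.2% in the artificial series. The G+C content of fully mutated CGI promoters minus that of their WT ranged from -9.06 to -4.23 percentage points. Within each series OE and G+C content had nearly the same order, with a Spearman correlation of 1 over the window constructs of both promoters, without the WT construct for Snx3 (0.955 with it), 0.944 in the native and 0.891 in the artificial series.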

CpGs might support transcriptional activity indirectly, by increasing DNA accessibility and thereby facilitating TF binding. In agreement with this model, accessibility of genomic regions correlates with CpG density (Supplemental Fig. S3D). This is consistent with studies showing that CpG-rich artificial sequences display marks of open chromatin (Lienert et al. 2011; Krebs et al. 2014; Wachter et al. 2014) and the fact that the TFs tested in our study preferentially bind their motif when located in CpG-rich regions. This relationship raises the question of whether or not accessibility decreases upon CpG depletion in the tested promoter mutants. While of interest, current accessibility techniques employ nucleases or transposases and thus are not suitable for studying libraries that are heterogeneous between cells and would require locus-specific PCR for detection.

While it remains open how CpGs mediate increased activity, recruitment of binders of unmethylated CpGs such as ZF-CxxC domain-containing proteins is one option. These are present at CGIs and correlate with their accessible chromatin environment (Blackledge et al. 2010; Clouaire et al. 2012, 2014; Boulard et al. 2015). They include CFP1, which is part of the H3K4 methyltransferase complexes SETD1A and SETD1B (Clouaire et al. 2012), and KDM2A, which removes H3K36me2 (Blackledge et al. 2010), a chromatin mark that interferes with transcriptional initiation (Strahl et al. 2002; Carrozza et al. 2005; Youdell et al. 2008; Li et al. 2009). In addition, the ZF-CxxC domain-containing protein FBXL19 has been linked to CDK-Mediator complex recruitment, representing another potential pathway (Dimitrova et al. 2018). Since the mouse and human genomes encode at least 12 different ZF-CxxC domain-containing proteins, it is challenging to functionally test their role (Long et al. 2013; Xu et al. 2018). Moreover, additional proteins can recognize unmethylated CpGs such as the zinc finger and BTB domain containing protein 2 (ZBTB2) (Karemaker and Vermeulen 2018).

Mutation to very low CpG densities increases DNA methylation, in line with previous transgenic experiments, where DNA methylation occurs most frequently at low CpG densities and rarely at CpG-rich DNA sequences (Lienert et al. 2011; Krebs et al. 2014). However, removal of DNA methyltransferase activity does not lead to specific up-regulation of the tested constructs, indicating that DNA methylation is not responsible for decreased activity upon CpG depletion in this setting.

We previously argued that DNA methylation is generally repressive at high CpG density (Schübeler 2015), while at CpG-poor sequences a repressive effect likely requires DNA methylation-sensitivity of TFs as shown for NRF1 (Domcke et al. 2015). A protective function of high CpG density against DNA methylation is a potential explanation why high CpG density together with motif occurrence is such a good predictor for TF binding for GABPA and NRF1. Protection from DNA methylation at CGIs could again be mediated by ZF-CxxC domain-containing proteins like KDM2B. Its deletion results in slow yet cumulating DNA methylation at inactive CGIs in stem cells (Boulard et al. 2015).

The transcriptional effects of mutating CpGs were rather uniform, regardless if positioned upstream or within the site of transcriptional initiation. Together, this supports a model where most CpGs within CGIs have no local function, while the overall CpG density in the promoter nevertheless enhances transcriptional activity.

How does this finding relate to models of the evolutionary origin of CGIs? Previous analysis indicated that the high CpG content in CGIs can be explained by a neutral effect of slow deamination associated with the lack of methylation, revealing no evidence for purifying selection on CpGs (Cohen et al. 2011). This is fully compatible with our observation that overall CpG density is important, rather than individual positions. It is further tempting to speculate that methylation of CpGs in the context of CGIs would interfere with their enhancing activity, which might in part account for the transcriptional repression of methylated CGIs.

The link reported here between CpG density and transcriptional activity at CGI promoters exposes a function of dinucleotide frequencies outside of complex TF motifs. Given the different structure of CpG-poor promoters and enhancers, other low-complexity motifs or resulting sequence features such as DNA shape (Zhou et al. 2015) might also operate as an additional means of fine-tuning regulation.

Taken as a whole, our study underlines the importance and complexity of sequence context beyond complex TF motifs for transcriptional activity and provides an experimental framework for rigorous testing of putative regulatory roles.

## Methods

### Cell culture

Mouse ES cells were cultured as described (Lienert et al. 2011). For detailed descriptions of cell lines, see Supplemental Methods.

### Reporter assay

#### Generation of a barcoded reporter vector

A cassette containing a *loxP* site, multiple cloning site, poly(A) signal, and another *loxP* site was synthetized and cloned into a plasmid backbone containing ampicillin resistance (Lienert et al. 2011). Barcodes were generated by annealing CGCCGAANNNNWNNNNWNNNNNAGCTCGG and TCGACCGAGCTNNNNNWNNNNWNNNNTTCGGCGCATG. The vector was cut using SphI and SalI and ligated with the annealed barcodes using T4. The ligation was precipitated, and 100 ng were transformed into MegaX DH10BT1^R^ Electrocomp Cells (Thermo Fisher Scientific). A dilution of 1:10,000 was distributed on a LB agar plate containing 50 mg/L ampicillin to estimate transformation efficiency. The rest was incubated in 50 mL LB containing 50 mg/L ampicillin shaking at 300 rpm at 37°C overnight. Plasmids were isolated using a Qiagen Plasmid Midi kit.

#### Library cloning and RMCE

Promoter libraries were cloned into the expression vector using ClaI and NheI restriction enzymes, aiming for at least 10× more colonies than unique promoters. To link barcodes and promoters, the promoter-BC fragment was amplified with primer DH.P39 (Supplemental Table S1) and one of the indexing primers containing the Illumina flow cell annealing sequences using Phusion Hot Start II polymerase (Thermo Fisher Scientific). PCR products were purified using AmPure XP beads (Beckman Coulter, #A63880) and directly sequenced using MiSeq 500- or 600-cycle kits (Illumina). The vector was cut with SphI and PacI or NheI, and a sequence containing a CpG-free *eGFP* and the annealing sequence for primer DH.P6 (Supplemental Table S1) was inserted. For an alternative construct, the insert contained a 31-bp minimal promoter in front of *eGFP*. RMCE was performed as described (Krebs et al. 2014).

#### RNA/DNA isolation and preparation for next-generation sequencing

RNA was isolated from cell lines containing the expression libraries with a Qiagen RNeasy Mini kit with on-column DNase digestion and reverse-transcribed using Takara PrimeScript RT Reagent kit (#RR047A). For DNA isolation, cell pellets were suspended in Bradley Buffer, 6 μL RNase A (10 mg/mL) was added, and samples were incubated (1 h at 37°C). Subsequently, 30 μL Proteinase K (1 mg/mL) was added, and samples were incubated at 50°C overnight. Then, DNA was extracted using Phenol:Chloroform. DNA and cDNA barcodes were amplified with KAPA HiFi HotStart using primer DH.P6 and indexing primer (Supplemental Table S1). PCR products were purified using AmPure XP beads (Beckman Coulter, #A63880) and sequenced using a 50-cycle kit on HiSeq 2500.

#### Promoter methylation analysis

Cells containing integrated mutant CGI promoter libraries were plated at low density, 96 clones picked and expanded to a minimum of 20,000 cells before lysing with Bradley Buffer (10 mM Tris-HCl (pH 7.5), 10 mM EDTA (pH 8.0), 0.5% SDS, 10 mM NaCl), and DNA extracted. DNA was bisulfite-converted using a Zymo lightning conversion kit (D5046) and cleaned up using MagBeads (Zymo). Converted DNA was amplified with primers RSG353 and RSG354 (Supplemental Table S1). Amplified DNA was purified with Ampure beads, and sequencing libraries were prepared using the Illumina NEBNext ChIP-seq library prep kit with 96 dual indexing and sequenced on a MiSeq (600 cycles).

### Generation of biotin-tagged TF cell lines

Biotin-tagged TF cell lines were generated as described (Baubec et al. 2013). Bio-GABPA was expressed under control of a CAG as well as a CMV promoter, while Bio-SP1 and Bio-SP3 were expressed using Tet-inducible promoters induced with 1 mg/L doxycycline for 24 h.

### ChIP

Bio-ChIP was performed as described (Baubec et al. 2013).

### Immunoprecipitation and western blotting

Immunoprecipitation and western blotting was performed as described (Baubec et al. 2013; Domcke et al. 2015).

### Generation of *Dnmt1*, *Dnmt3a*, *Dnmt3b* knockout cell line

Deletions were generated from TC-1 ES cells as described (Domcke et al. 2015).

### Reporter assay data analysis

For additional description on this section, see Supplemental Methods.

#### Barcode to promoter assignment

FASTQ files were trimmed to the promoter sequence and aligned to mm9 using Bowtie (Langmead et al. 2009) for libraries where the design allowed efficient alignment (see Supplemental Table S2). For mutant promoter libraries, reads were matched to the reference sequences using the “stringdistmatrix” function in R (van der Loo 2014), which, unlike Bowtie, does not limit the number of allowed mismatches. This was necessary due to the high error rate toward the end of very long (2 × 300 nt) Illumina reads. We allowed a total of 20% errors in both reads (i.e., in 600 bp sequenced) and applied a cutoff on the minimum distance (i.e., the number of mismatches) to the next closest reference of 3 (Supplemental Fig. S1C).

Barcodes were extracted from each second read and matched to the aligned reads by read ID. Only barcodes that were associated with one unique sequence or with a sequence where the ratio of the second most abundant sequence to the most abundant sequence was below 0.3 were used for the analysis (Supplemental Fig. S1C).

#### Quantification of transcriptional activity

Transcriptional analysis was performed in triplicate following genomic insertion. Barcode sequences were extracted, and the frequency of each barcode sequence was calculated to get counts for each sample. Genomic DNA and RNA samples were scaled to each other by normalizing to the smaller total number of counts. Only barcodes that were sufficiently represented on genomic DNA (more than 20 reads after normalization) were used for further analysis. In case a barcode was sufficiently represented on genomic DNA but not sequenced in the RNA fraction, we assumed that this reflects lack of activity and assigned 0 counts to the RNA barcode. Enrichments of barcodes in the RNA sample were then calculated as *n*_r_/*n*_d_ + α, where *n*_r_ are the RNA counts and *n*_d_ the DNA counts for a particular barcode and α represents a pseudocount (for a derivation, see Supplemental Methods). The first ratio can be understood as being proportional to the RNA counts per single cell, to which a constant pseudocount of α is added. α was set to 0.05 as this was the smallest value of α that roughly stabilized the variance in all libraries. Log_2_ promoter activities were calculated as the mean of the log_2_ enrichments of all barcodes assigned to the particular promoter. All plots displaying expression data show mean log_2_ activities of three replicates unless indicated otherwise.

#### Significance calculations

The significance of Spearman's correlations was calculated using permutation tests.

### ChIP-seq data analysis

Samples were mapped to the mm9 assembly of the mouse genome using the R package QuasR (Gaidatzis et al. 2015), which internally uses Bowtie (Langmead et al. 2009). We do not expect changes to our conclusions if we used the more recent version of the mouse genome assembly, mm10, instead of mm9, as our analysis is focused on regions outside of repeats. These nonrepetitive regions were already well sequenced in mm9.

Peaks were called using Peakzilla with default parameters (Bardet et al. 2013). Position weight matrices of motifs were generated based on called peaks in the bio-ChIP-seq data using HOMER on all peaks with default parameters (Heinz et al. 2010). The motif score was defined as the commonly used log-odds score (in log_2_ scale) with respect to a uniform background. For more details, see Supplemental Methods.

### Precision-recall analysis

For a given cut-off on either CpG density (observed over expected), motif score, or the probability of being bound predicted by a logistic regression that uses both CpG density and motif score as input, the fraction of genomic windows larger or equal to the cut-off that are bound (precision) and the number of bound genomic windows larger or equal to the cut-off divided by the total number of bound windows (recall) were calculated. Precision-recall curves were determined by varying the corresponding cut-offs over the entire range of values (100 values from minimum to maximum in equally sized steps). For more details, see Supplemental Methods.

#### Methylation data processing

Sequences were aligned to mutant promoter libraries using QuasR (Gaidatzis et al. 2015) default settings for bisulfite-converted samples. DNA methylation was quantified using the QuasR function qMeth, and promoter methylation levels were calculated as the average methylation of all CpGs per promoter.

### Published data sets

The following ChIP-seq data sets were downloaded from GEO: NANOG, MYCN, POU5F1 (OCT4), SMAD1, SOX2, STAT3, TFCP2L1, ZFX (GSE11431) (Chen et al. 2008), REXO1 (GSE36417) (Gontan et al. 2012), TBX3 (GSE19219) (Han et al. 2010), TCF3 (GSE11724) (Marson et al. 2008), YY1 (GSE31786) (Vella et al. 2012), ZIC2 (GSE61188) (Luo et al. 2015), CTCF (GSE30206/GSM747534) (Stadler et al. 2011), NFYA (GSE25533/GSM632038) (Tiwari et al. 2011), NRF1 (GSE67867/GSM1891641) (Domcke et al. 2015), REST (GSE27148/GSM671093) (Arnold et al. 2013).

DNase hypersensitivity data set was retrieved from GEO under the accession number (GSE67867) (Domcke et al. 2015).

The CAGE data set was downloaded from the FANTOM Consortium homepage (http://fantom.gsc.riken.jp) (The FANTOM Consortium and the RIKEN PMI and CLST [DGT] 2014).

For a complete overview, see Supplemental Table S3.

## Data access

The raw sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE116704. Sequences and primers of expression libraries are provided in Supplemental Files.

## Supplementary Material

Supplemental Material

# Supplementary material for: CG dinucleotides enhance promoter activity independent of DNA methylation
**Source:** Genome Res. 2019 Apr;29(4):554–63. doi: 10.1101/gr.241653.118
**Supplement:** Supplemental Material

CG dinucleotides enhance promoter activity independent of DNA methylation — Supplemental Material 

# CG dinucleotides enhance promoter activity independent of DNA methylation

## Supplemental Material

- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Fig\_S5.pdf
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Methods.pdf

# Supplementary material for: CG dinucleotides enhance promoter activity independent of DNA methylation
**Source:** Genome Res. 2019 Apr;29(4):554–63. doi: 10.1101/gr.241653.118
**Supplement:** Supplemental Material

Supplemental Figure 1

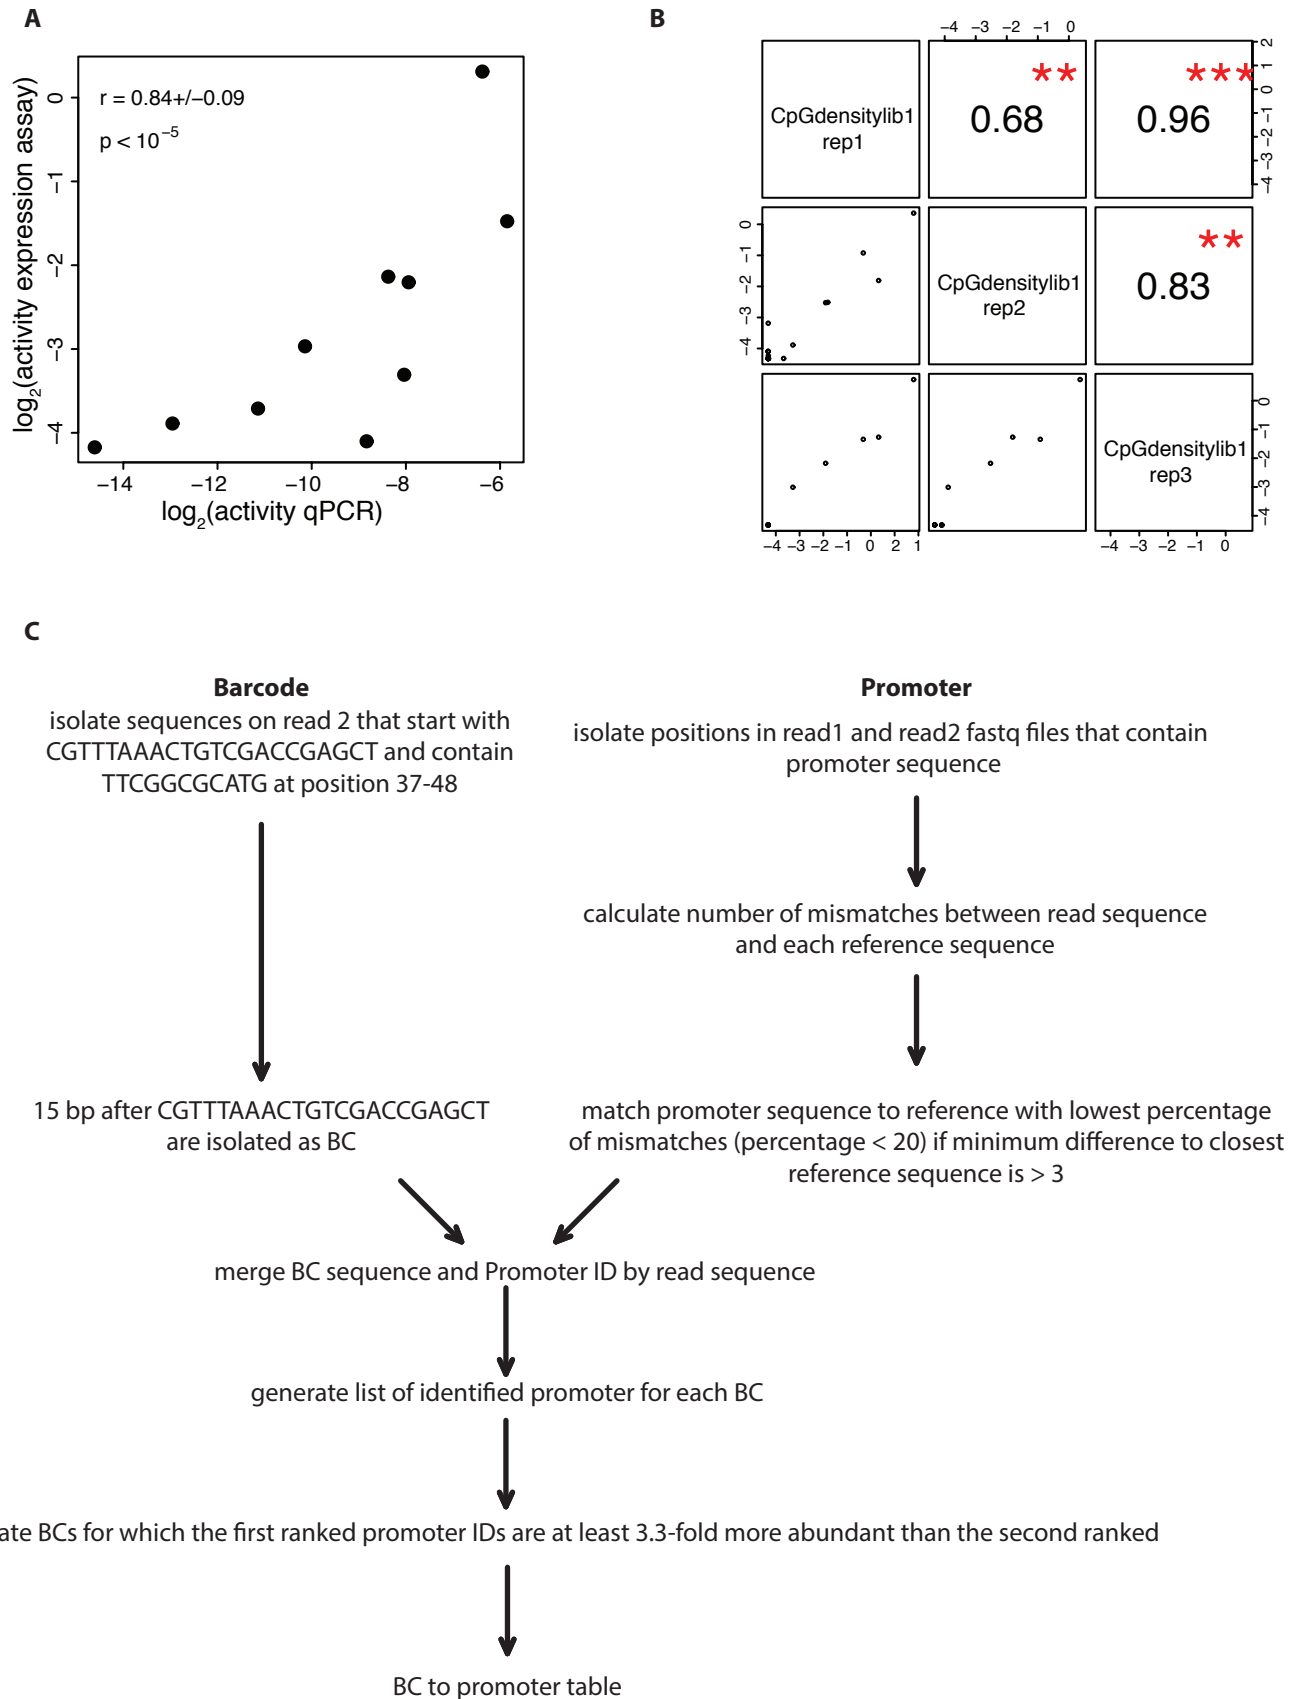

**Supplemental Figure 1:**

(A) Scatterplot displaying activity of promoter mutants measured by RT-qPCR in single clones with primers targeting the GFP transgene versus activity in the reporter assay. The average Spearman's correlation coefficient of all three replicates of the reporter assay ( $\pm$  one standard deviation) and its significance is indicated in the upper left part of the scatterplot. P-values were determined based on an approximate permutation test (see Methods). The correlation coefficient indicates a good agreement between both measures.

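Over 10 constructs measured both ways, Spearman's correlation between RT-qPCR and reporter activity was 0.842 ± 0.095 (SD, n = 3 replicates of the reporter assay; permutation p = 1e-05, the smallest the resamples give, and 0.00118 with constructs permuted jointly). Pearson's r with log2 activity was 0.761 (permutation p = 3e-05), and 0.621 without the 2 constructs at the extremes of RT-qPCR expression. RT-qPCR values ranged from 4.01e-05 to 0.0173 in the authors' unit, whose reference is not given in the sources used here. The CMV promoter was highest by RT-qPCR but had a log2 reporter activity of -1.62, below the 0.16 of the Snx3 mutant that came next. The comparison with RT-qPCR was added after the results were seen.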

(B) Pairwise scatterplot displaying Spearman's correlation of replicates of libraries used in Figure 1. Stars indicate significance (\*  $\leq 0.05$ , \*\*  $\leq 0.01$ , \*\*\*  $\leq 0.001$ ), calculated using an approximate permutation test (see Methods).

(C) Workflow to match barcode and promoter sequences.

# Supplementary material for: CG dinucleotides enhance promoter activity independent of DNA methylation
**Source:** Genome Res. 2019 Apr;29(4):554–63. doi: 10.1101/gr.241653.118
**Supplement:** Supplemental Material

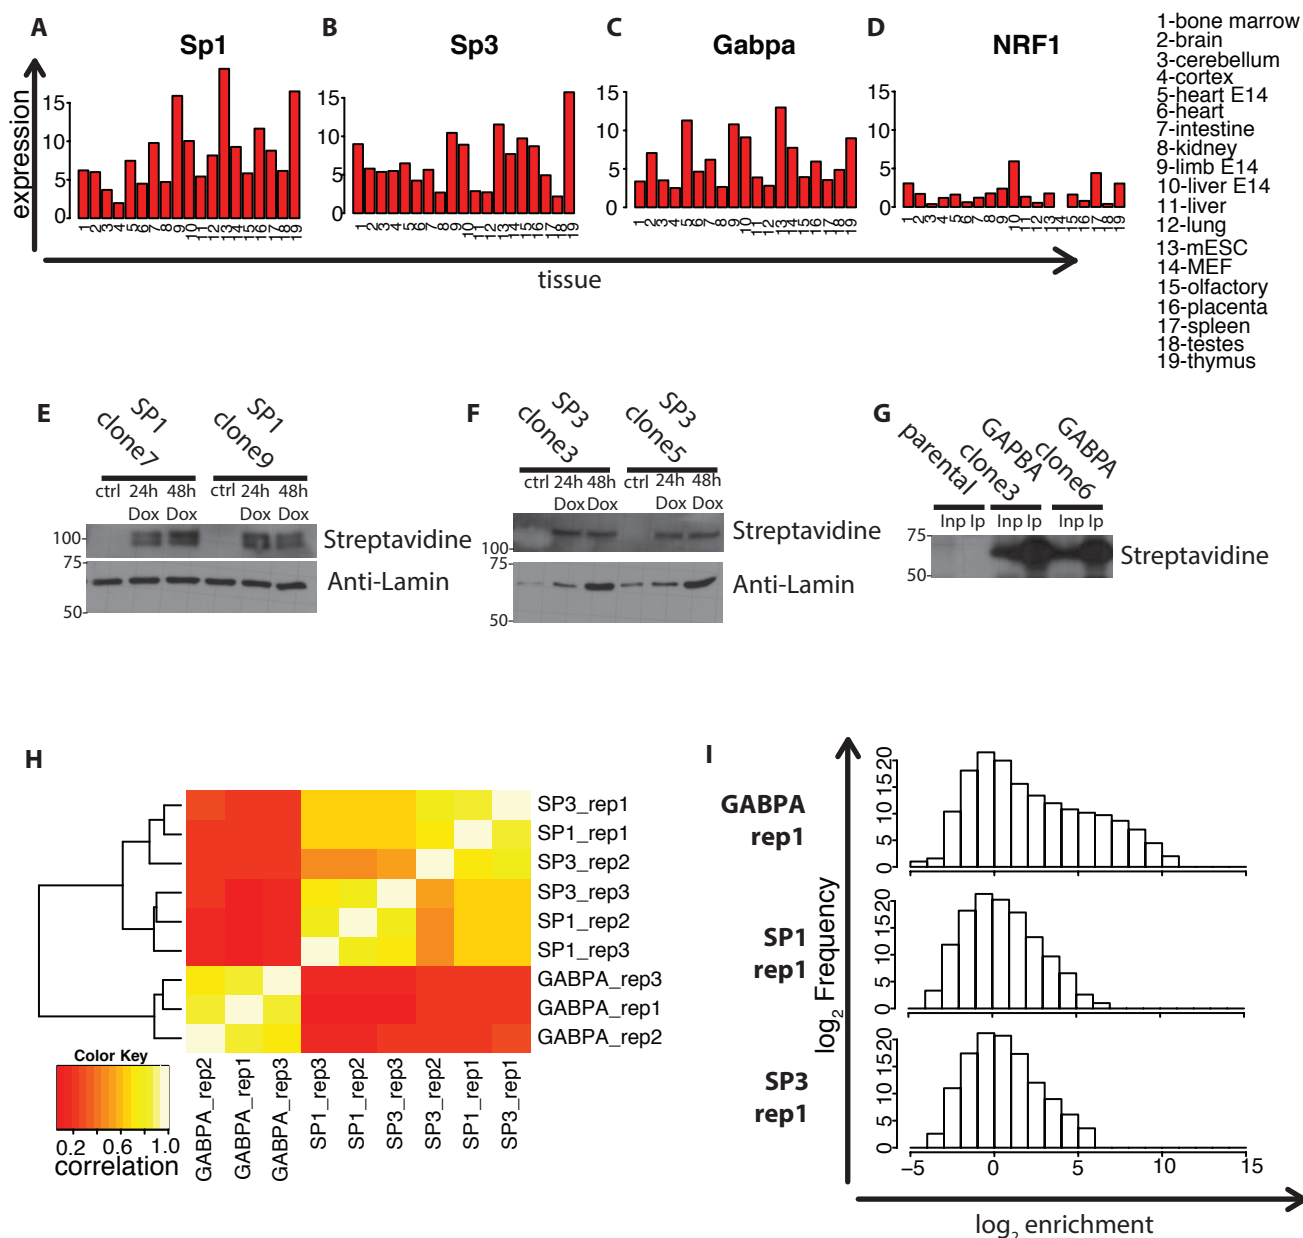**Supplemental Figure 2:**

(A)-(D) SP1 (A), SP3 (B), GABPA (C) and NRF1 (D) are relatively broadly expressed. Expression levels (reads per kilobase per million) are shown as barplots across 19 different tissues. The tissues corresponding to the numbers are indicated on the right.

(E)-(F) Western blot using nuclear extracts of cells containing inducible Bio-SP1 (E) and Bio-SP3 (F) without induction (ctrl), 24h and 48h post induction with DOX. Biotinylated proteins were detected using streptavidin-HRP. For ChIP-seq experiments cells were induced for 24h with DOX.

(G) Western blot before (Input, 'Inp') and after immunoprecipitation (IP) with streptavidin beads. Proteins were isolated from the parental cell line without Bio-GABPA and from two clones (GABPA clone3 and GABPA clone7) that stably express Bio-GABPA under the control of a CAG-promoter.

(H) Heatmap of correlations of log<sub>2</sub> enrichments over input in the union set of called peaks across all samples.

(I) Histogram of enrichments of GABPA, SP1 and SP3 ChIPs. One representative ChIP-seq replicate is displayed. Frequencies are shown in log<sub>2</sub> scale.

# Supplementary material for: CG dinucleotides enhance promoter activity independent of DNA methylation
**Source:** Genome Res. 2019 Apr;29(4):554–63. doi: 10.1101/gr.241653.118
**Supplement:** Supplemental Material

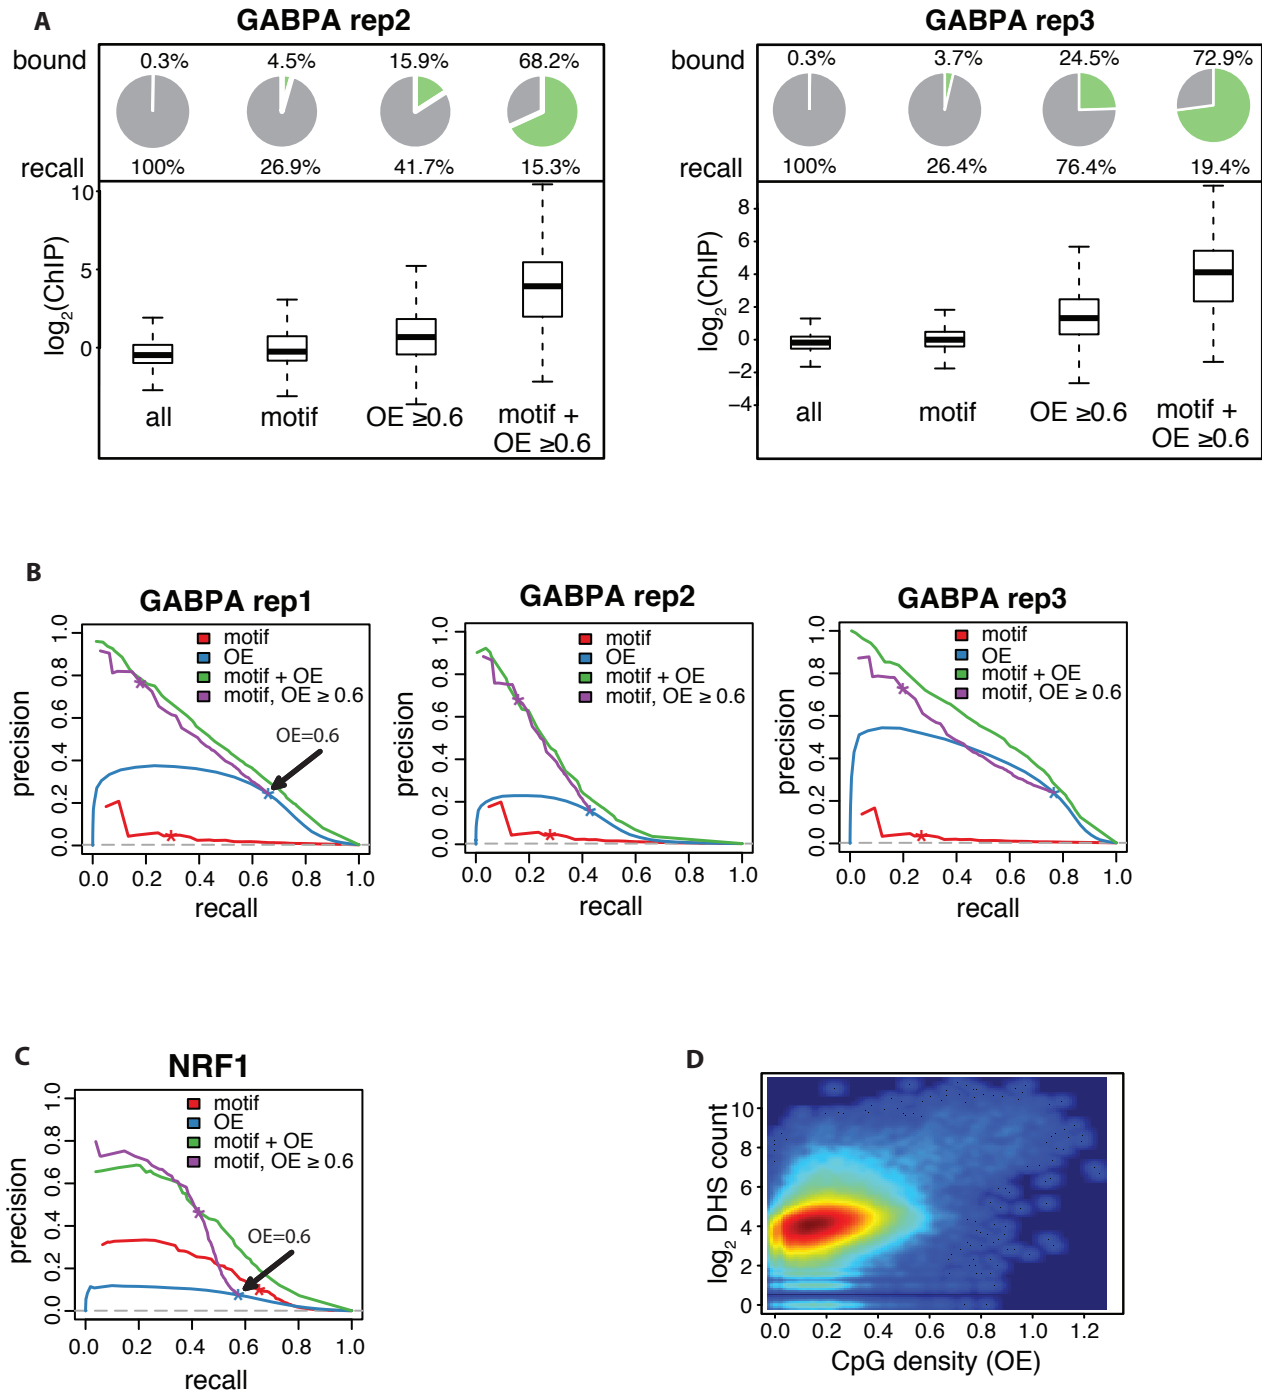

**Supplemental Figure 3:**

(A) Pie charts show, for different subsets, the percentage of GABPA-bound genomic windows (600 nt tiling windows,  $\log_2$  enrichment over input  $> 2.5$ ), with the percentage indicated above the pie chart ('bound'). 'recall' indicates the percentage of all bound genomic windows that are part of each subset. Corresponding boxplots of  $\log_2$  ChIP enrichments are shown below the pie charts. 'all' stands for all windows, 'motif' for windows containing a motif that has a log-odds score  $\geq 12$  ( $\log_2$  scale), 'OE  $\geq 0.6$ ' for windows with an OE  $\geq 0.6$  and 'motif + OE  $\geq 0.6$ ' for windows with both a motif with a log-odds score  $\geq 12$  and an OE  $\geq 0.6$ . Results for the second (left) and third (right) replicate of GABPA are shown.

(B) Performance of different models for the prediction of the binding of GABPA based on motif score (motif) and/or normalized CpG density (see Methods). Precision-recall curves for the three replicates of GABPA are shown for increasing motif log-odds scores (from right to left, red) or increasing normalized CpG densities (OE, from right to left, blue). The performance of a logistic regression model that takes into account normalized CpG density (OE) and motif score is shown in green (Methods). The precision-recall curve for increasing motif scores restricted to CpG-rich regions ( $OE \geq 0.6$ ) is shown in purple. The dashed grey line indicates the fraction of bound windows in the genome. The minimum normalized CpG density used to define CGIs is indicated by arrows and precision/recall values used for (A) and Fig 2D are marked by asterisks.

(C) as in (B) but for NRF1. Asterisks indicate the precision/recall values used in Fig 2C.

(D) Normalized CpG density correlates with accessibility. Scatterplot show normalized CpG density versus accessibility as measured by DNase hypersensitivity (data from Domcke et al. 2015).

# Supplementary material for: CG dinucleotides enhance promoter activity independent of DNA methylation
**Source:** Genome Res. 2019 Apr;29(4):554–63. doi: 10.1101/gr.241653.118
**Supplement:** Supplemental Material

Supplemental Figure 4

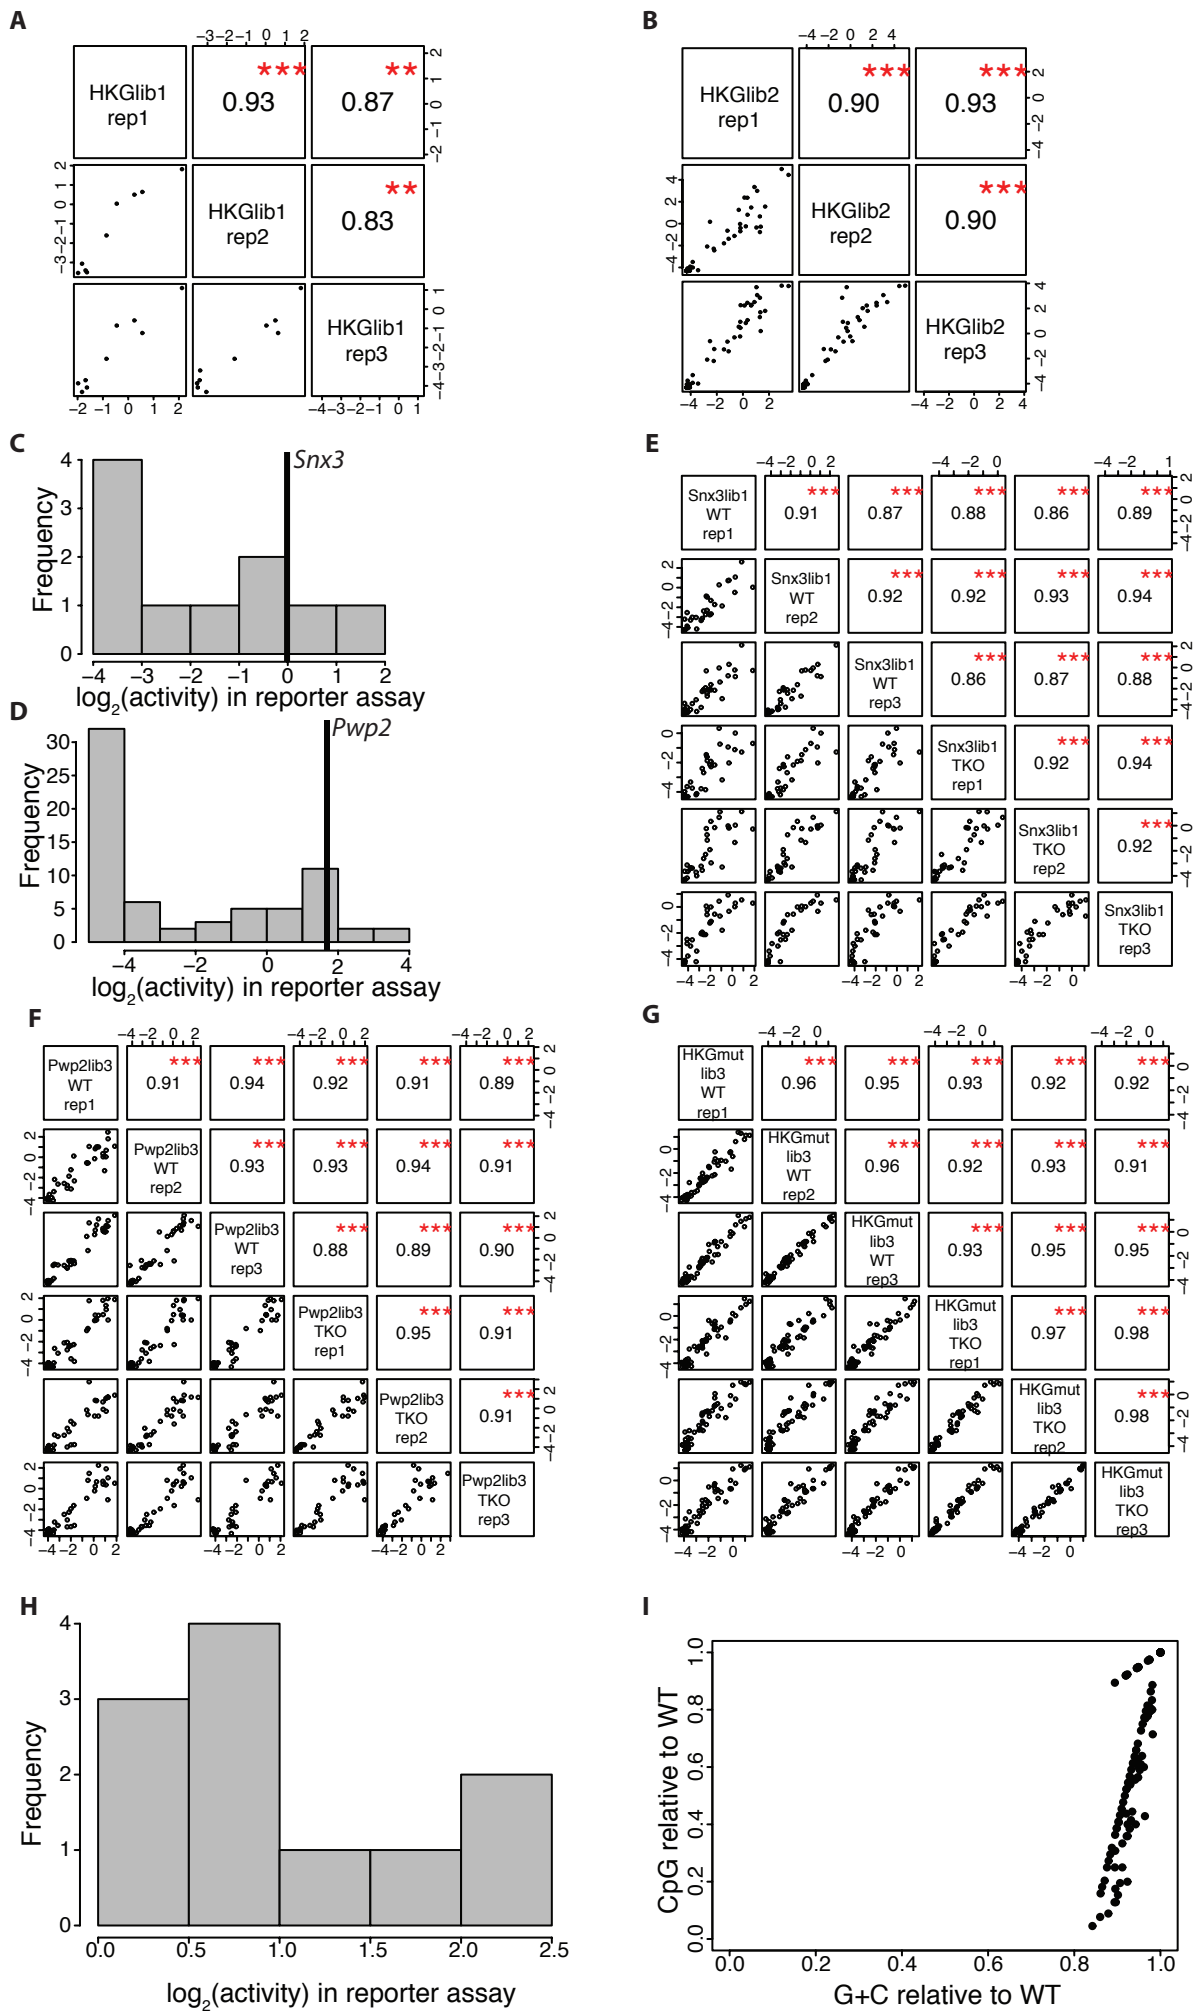

**Supplemental Figure 4:**

(A-B) Pairwise scatterplot of replicates of two libraries containing CGI promoters to identify candidates for mutation analysis. Correlations and their significance as in Supplemental Figure 1B. (C)-(D) Histograms of activities of two libraries containing CGIs. Vertical lines indicate the activity of Snx3 (C) and Pwp2 (D).

(E) Pairwise scatterplot of replicates of Snx3 promoter CpG mutants (cf Fig 3B). Correlations and their significance as in A).

(F) Pairwise scatterplot of replicates of Pwp2 promoter CpG and TF motif mutants (cf Fig 3C). Correlations and their significance as in (A).

(G) Pairwise scatterplot of replicates of the library with CpG mutants of 11 different promoters (cf Fig 3D). Correlations and their significance as in (A)

(H) Histogram of WT activities of the 11 tested promoters (cf Fig 3D).

(I) Scatterplot of G+C and CpG densities of CpG mutants relative to the corresponding WT sequences.

# Supplementary material for: CG dinucleotides enhance promoter activity independent of DNA methylation
**Source:** Genome Res. 2019 Apr;29(4):554–63. doi: 10.1101/gr.241653.118
**Supplement:** Supplemental Material

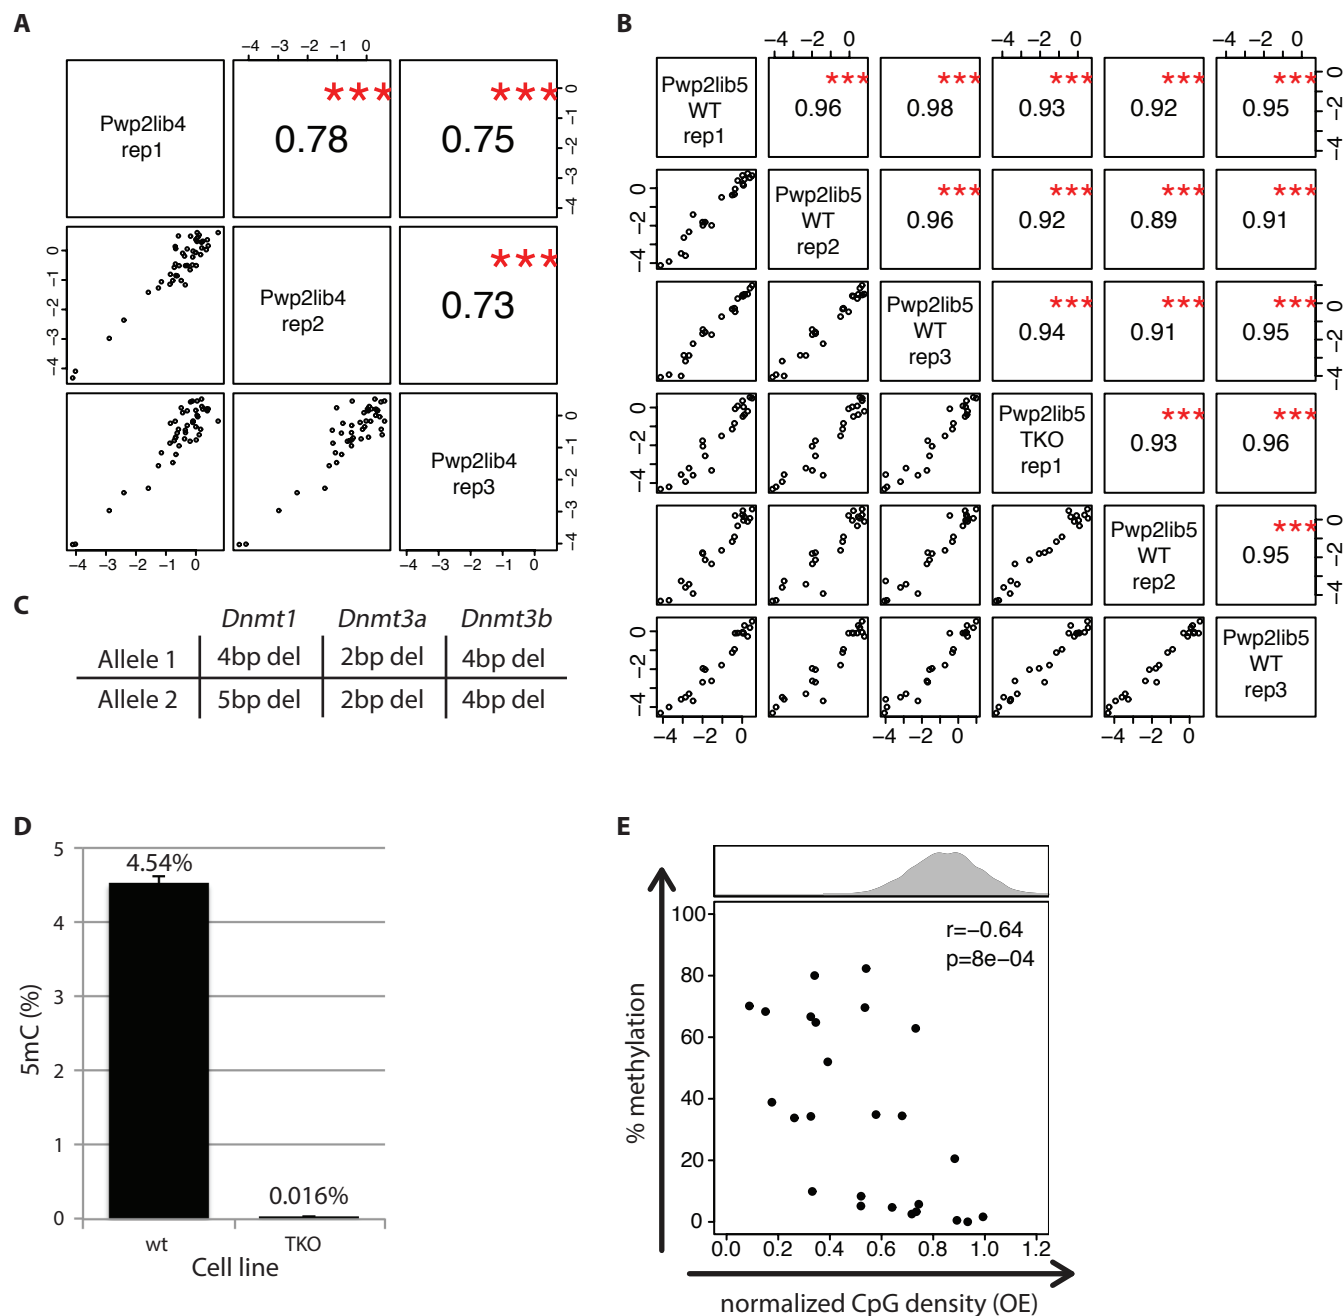

**Supplemental Figure 5:**

(A) Pairwise scatterplot of replicates of the library containing Pwp2 10bp window mutants (cf Fig 4B). Correlations and their significance as in Supplemental Figure 1B.

(B) Pairwise scatterplot displaying correlations of replicates of library containing constructs with an artificial sequence context (cf Fig 5C and D). Correlations and their significance as in Supplemental Figure 1B.

(C) Table of number of deleted bases in the *Dnmt1*, *Dnmt3a*, *Dnmt3b* knock-out cell line (TKO).

(D) Barplot of Mass-Spectrometry quantification of DNA methylation levels in the WT and TKO cell lines.

(E) Scatterplot displaying normalized CpG density versus DNA methylation at CpG mutant promoters. Spearman's correlation and p-value of an approximate permutation test are indicated (see Methods).

# Supplementary material for: CG dinucleotides enhance promoter activity independent of DNA methylation
**Source:** Genome Res. 2019 Apr;29(4):554–63. doi: 10.1101/gr.241653.118
**Supplement:** Supplemental Material

## Supplemental Methods:

### Cell culture

Mouse ES cells were cultured on plates coated with 0.2% gelatine in DMEM medium with 15% fetal calf serum, 2mM L-glutamine, 1 x non-essential amino acids, LIF and 0.001%  $\beta$ -mercaptoethanol. Cells were incubated at 37 °C with 7% CO<sub>2</sub>. TC-1 cells with a RMCE site in the *beta-globin* locus were used for integration of expression libraries for the transcriptional reporter assay (Lienert et al. 2011). *Dnmt1*, *Dnmt3a* and *Dnmt3b* were deleted in these cells using CRISPR-Cas9 gene editing as previously described (Domcke et al. 2015). Mouse HA36 ES cells (mixed 129-C57Bl/6 strain) were used for Rambio (Baubec et al. 2013).

### Reporter Assay Data Analysis

#### *Quantification of transcriptional activity*

Barcodes correspond to the reverse complement of the sequence between “CGTTTAAACTGTCGACCGAGCT” and “TTCGGCGCATG” on the second read. To determine the pseudo-count  $\alpha$  used in the calculation of barcode enrichments, mean-variance relationships for log<sub>2</sub> enrichments per barcode of the three replicates of each library were inspected for the following values of  $\alpha$ : 0.001, 0.01, 0.05, 0.1. Finally,  $\alpha$  was set to 0.05 as this was the smallest value of  $\alpha$  that roughly stabilized the variance in all libraries. This value of  $\alpha$  sets the lowest measurable enrichment level to 1/20, which is intuitive since the noise is dominated by the enrichment of the barcodes with lowest DNA read counts (which is defined to be  $> 20$ ).

Only Promoters that were covered in at least 2 out of 3 replicates with at least three different barcodes were used for downstream analysis, except for Pwp2lib3 where this threshold was decreased to 1. All plots displaying expression data in this study show mean log<sub>2</sub> activities of three replicates unless indicated otherwise. For HKGlib3, Pwp2lib3, Pwp2lib5 and Snx3Lib1, activities were calculated relative to the WT construct (as the ratio of the activity of a given construct and the activity of the WT construct) before log<sub>2</sub>-transforming and averaging over replicates.

#### *Statistical model for the estimation of barcode enrichments*

If we denote the (unknown) expression of a given construct in a given cell  $c$  as  $e_c$  and if we assume for the moment that we would know the (scaled) RNA barcode counts for a single cell  $n_c$ , then we can write the probability conditional probability of these counts  $n_c$  as  $P(D|e_1, \dots, e_m) = \prod_c (\frac{e_c}{\sum_{c'} e_{c'}})^{n_c}$ , where  $m$  is the total number of cells and where we have assumed that the probability of getting a read from a particular barcode is proportional to the expression of the reporter gene of that particular construct. If we assume a symmetric Dirichlet prior for each of the probabilities  $P(e_1, \dots, e_m) \propto \prod_c (\frac{e_c}{\sum_{c'} e_{c'}})^{\beta-1}$ , then we can write the posterior probability of the expression levels given the data as  $P(e_1, \dots, e_m|D) \propto \prod_c (\frac{e_c}{\sum_{c'} e_{c'}})^{n_c+\beta-1}$ . If we assume that each cell with the same barcode (and thus construct) has the same expression, we can simplify this expression as follows  $P(e_1, \dots, e_k|D) \propto \prod_b \left( \frac{e_b}{\sum_{b'} m\lambda_{b'} e_{b'}} \right)^{n_b+m(\beta-1)}$ , where  $k$  is the number of different barcodes, the product now runs over all barcodes,  $\lambda_b$  is the fraction of cells with barcode  $b$  in the population of cells,  $m\lambda_b$  thus the absolute number of cells with barcode  $b$  and  $n_b$  (for notational simplicity) now denotes the total RNA counts of barcode  $b$  (which is what we measure). Differentiating the logarithm of this expression with respect to any of the  $e_i$  and setting the resulting expressions to zero, results in the following equation  $\frac{\frac{e_1}{n_1+m(\beta-1)}}{\frac{e_2}{n_2+m(\beta-1)}} = \dots = \frac{\frac{e_k}{n_k+m(\beta-1)}}{\frac{e_k}{n_k+m(\beta-1)}} = \text{const}$  or equivalently  $e_i \propto \frac{n_i}{C\lambda_i} + \alpha$ , where we define the new constant  $\alpha$  as  $\alpha := Cm(\beta-1)$  and  $C$  is a proportionality constant such that  $C\lambda_i$  equals the (scaled) DNA counts for barcode  $b$ .

### Significance calculations

The significance of Spearman's correlations was calculated using permutation tests. In the case of measures that did not represent the average over several replicates, this was done using the function *spearman\_test* (with argument *distribution=approximate* ( $B=100000$ )) as implemented in the R package *coin* (Hothorn et al. 2008). The number of randomly sampled permutations of the data were set to 100'000 and a two-sided test was used.

In cases where one of the two measures corresponded to the average over three replicates ( $y_1$ ,  $y_2$  and  $y_3$ , in all cases corresponding to measured activities in three replicates) and the other measure to a single replicate ( $x$ , CpG density observed/expected

or luciferase activity), the significance of the Spearman's correlation was calculated by repeating the following 100'000 times: y1, y2 and y3 were independently randomly permuted and the average of the Spearman's correlations of y1 and x, y2 and x and y3 and x was calculated. In the same way, the average correlation between the ys and x was determined for the measured, unpermuted data. The p-value was then determined as the fraction of times the absolute value of the average correlation of the measured data was at least as large or larger than the absolute value of the average correlation in the permuted data (two-sided test).

To determine the significance of the correlation between the difference in average log<sub>2</sub> activity in TKO and WT and CpG density observed/expected, we calculated the very same correlation for all possible 19 permutations of the three WT and three TKO labels among the six activity measurements and determined the p-value as the fraction of times the true labelling resulted in a correlation that was at least as large or larger than the correlation resulting from a permutation of the labels. Also here, the absolute values of the Spearman's correlation were used, thus resulting in a two-sided (exact) permutation test.

In the case of the correlation between promoter methylation and OE, where different numbers of replicate measurements were available for each promoter (44% with 1 measurement, 32% with 2 replicate measurements and the remaining 24% promoters with more than 2 replicate measurements), the vector of all methylation levels (including replicate measurements) were randomly permuted 100'000 times, aggregated to average promoter levels and, for each permutation, the absolute value of the Spearman's correlation of average promoter levels with OE was calculated. The p-value was then determined as the fraction of times the absolute value of the true correlation was at least as large or larger than the correlations resulting from the permutations (two-sided test).

### **ChIP-seq data analysis**

Counts for the union of all peaks were calculated using the QuasR function qCount (Gaidatzis et al. 2015) with reads shifted by 80nts based on the distance of average profiles of reads mapping in the same or opposite orientation of high scoring motifs. Enrichments over input were calculated after normalizing counts to the mean library size and adding a pseudo-count of 8. For all other plots 'bound' was defined as an enrichment larger than 2.5-fold over input in log<sub>2</sub> space.

### **Precision-recall analysis**

For the model that allows predictions based on motif score only within CGIs (defined by OE  $\geq$  0.6, purple curve in Supplemental Figures 3B and C), the motif score outside of CGIs was artificially set to a value lower than the smallest motif score within CGIs and only cut-offs larger than this value were used to determine the precision-recall curve. For the logistic regression, motif score and OE were binned as their relationship to the ChIP enrichments was not clearly linear. The motif score was binned into one bin for all windows without a motif match (motif score < 5), and 9 bins covering equally sized intervals over the entire range of motif scores. Analogously, OE was binned into 10 bins covering equally sized intervals from 0 to 1.1 where any values larger than 1.1 (only 360) were assigned to the top bin. The logistic regression was trained on all windows on chromosome 1 and used to predict the probability of being bound on all the remaining chromosomes. All precision-recall curves were determined using the windows on all chromosomes except chromosome one.

### **References:**

- Baubec T, Ivánek R, Lienert F, Schübeler D. 2013. Methylation-Dependent and -Independent Genomic Targeting Principles of the MBD Protein Family. *Cell* **153**: 480–92.
- Domcke S, Bardet AF, Ginno PA, Hartl D, Burger L, Schübeler D. 2015. Competition between DNA methylation and transcription factors determines binding of NRF1. *Nature* **528**: 575–579.
- Gaidatzis D, Lerch A, Hahne F, Stadler MB. 2015. QuasR: Quantification and annotation of short reads in R. *Bioinformatics* **31**: 1130–1132.
- Hothorn T, Hornik K, van de Wiel MA, Zeileis A. 2008. Implementing a Class of Permutation Tests: The coin Package. *J Stat Softw* **28**: 1–23.
- Lienert F, Wirbelauer C, Som I, Dean A, Mohn F, Schübeler D. 2011. Identification of genetic elements that autonomously determine DNA methylation states. *Nat Genet* **43**: 1091–7.

How the deposited data were processed for this re-analysis (not part of the article)

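The data are TrAC-seq measurements of promoter libraries inserted at 1 genomic locus of mouse ESCs, for 8 libraries in wild-type cells and 4 of them in TKO cells without Dnmt1, Dnmt3a and Dnmt3b, with 3 replicates each, and bisulfite sequencing of clones. Samples were grouped by library, cell line and replicate number as the labels and the paper give them, over 186 samples listed. ChIP-seq data of the paper were not analysed here.

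Activities are a ratio made by the authors: barcode reads of RNA and DNA were scaled to the smaller total, barcodes with more than 20 DNA reads were kept, 0.05 was added to the enrichment of RNA over DNA, and the geometric mean over the barcodes of a construct was deposited per replicate. Activity relative to the WT construct of the same replicate was also deposited as a ratio by the authors. The G+C content was deposited by the authors as a percent of the construct's bases, and the normalized CpG density as an observed over expected ratio. Methylation was deposited by the authors as a fraction averaged over the CpGs of a promoter and is printed in percent here. For the clones, the authors aligned reads to the mutant promoter sequences with QuasR at its default settings and counted with its function qMeth. Barcodes were assigned by the authors with Bowtie on mm9 where the design allowed, and by string distance in R for mutant libraries; the versions are not given in the sources used here. The deposited numbers of barcodes per construct, the numbers of CpGs and the RT-qPCR values were used as the authors give them.

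Deposited activities were converted to log2, with the lowest measurable value at -4.32. Constructs with at least 3 barcodes in at least 2 replicates were kept, and with at least 1 barcode in the Pwp2 library of window and motif mutants. Correlations with OE are means of the Spearman correlations of the 3 replicates. Their p is two-sided, from 100000 resamples that permute each replicate independently as in the paper, and from joint permutation of constructs; the smallest p that the resamples give is 1e-05. The within-promoter correlation permutes OE within promoters. Motif mutants, 10-bp windows and changes between cell lines were tested with limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment and a threshold of 0.05. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Coordinates are 1-based on mm9 (NCBIM37) with the GENCODE M1 annotation. For Pwp2, motif positions were taken from construct names, and positions were placed on the genome with an offset of 14. Offsets of 13, 14 and 15 fitted the loss of CpGs equally well, for 6 of 7 motifs. The Pwp2 coordinates and printed bases therefore rest on the choice of 14.

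Precision is set by the number of barcodes, from 116 per replicate in the library with E. coli sequences to 3158 in the 10-bp window library, since read totals and the coverage of the methylation values are unknown. With 3 replicates in each cell line, the exact test of the dependence on OE cannot give a p below 0.1. Both tests were tested on simulated data. Without a relation to OE, permuting replicates independently passed the threshold in 19.5% of 200 simulations of the native Pwp2 series and 27% of those of the artificial series, and joint permutation in 3.5% and 8%. For the 42 windows, limma called 1.71% of unchanged constructs, 55.1% of those with an absolute log2 change of 0.5 and 99.1% of those with a change of 1 (50 simulations). For the 90 constructs compared between cell lines, it called 0.733%, 9.57% and 57.4%, so many changes of that size would be missed. The SD between replicates was 0.33 for the windows and 0.42 for the cell lines, the latter from the library of further CGI promoters. Noise of a WT construct, which is shared by all values relative to it, is not modelled by such an SD. The shares of unchanged constructs called may therefore be too low for these data.

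The tests, the settings tried as alternatives and the rule for the constructs named were fixed before the data were examined, except those said to be added later, and the paper's figures had been seen by then. The constructs named are the promoters and motifs that the paper names, the WT and fully mutated constructs of every series, the 11 promoters of the CpG mutant library, the 3 highest and 3 lowest constructs of each library, the 5 windows with the largest reduction and every window with higher activity, up to 5 changes between cell lines in each direction, and the 3 highest and 3 lowest constructs by methylation. Of the 3 lowest constructs of each library, most lie near the lowest measurable value and cannot be ranked, and not all are named. Other windows, constructs and promoters that the text names were chosen after their values were seen. Alternatives were the permutation scheme, Pearson's r, each replicate left out, low values, the WT construct, extreme constructs or whole promoters left out, a higher barcode minimum, a linear scale, another reference, limma settings, the replicate number as a block and the number of clones. The replicate numbers of wild-type and TKO cells are not said to mark a shared culture. In the Pwp2 library of window and motif mutants the deviations of same-numbered replicates were correlated in every pair (0.277, 0.373 and 0.119), which is taken as pairing for the motif mutants in TKO cells. Constructs of Tusc3 were left out of values relative to WT because its WT construct did not pass, and kept in the counts of constructs, the correlations between replicates and the methylation values. In TKO cells Mul1 has no WT construct, which leaves 10 of the 11 promoters.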

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

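The test of motif mutants in TKO cells, the splits of the samples, the relation of Snx3 methylation to OE and the comparison of constructs with a replaced background were chosen only after the results were seen.

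In a group of 7 clones of Cops8 with 75% of non-motif-CpGs mutated, 1 clone had 26.7% methylation while the next had 9.45% (mean 8.35% ± 8.99, SD, n = 7). It was the only 1 of 4 groups of clones tested to hold a clone this far from the others. Chance gives such a clone in about 1 in 20 single groups, and so more often when 4 groups are tested.

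The effect of 4 CpG mutants differed between TKO and wild-type cells (limma). Fam165b without non-motif-CpGs changed by -1.56 on the log2 scale (standard error 0.31, adjusted p = 0.00327), with 2 TKO replicates, while its own activity changed by -0.34. Nvl without non-motif-CpGs changed by -1.04 (standard error 0.28, adjusted p = 0.035), while its own activity changed by -0.17. This call was lost without replicate 2 (-0.94, adjusted p = 0.237), without replicate 3 (-0.84, adjusted p = 0.551), with low values left out (adjusted p = 0.0596) and with activities as deposited (adjusted p = 0.425); over its alternatives the adjusted p was as low as 0.000627, without replicate 1. The artificial Pwp2 construct with 29 CpGs changed by -1.44 (standard error 0.28, adjusted p = 0.000251), with a change of -1.70 in its own activity. Snupn with 50% of non-motif-CpGs mutated changed by 1.58 (standard error 0.25, adjusted p = 0.000251), with a change of 0.72 in its own activity (adjusted p = 0.0633 as deposited). The 10 splits of 3 and 3 replicates are too few for a share under 0.05; the real split called 4 constructs, and the highest of the other splits 0.

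The NRF1_1 motif mutant, relative to WT, was higher in TKO than in wild-type cells by 2.14 (standard error 0.66, adjusted p = 0.0243 from limma over 12 motif mutants), and by the same amount with an adjusted p of 0.133 when replicates were paired by number. Without replicate 1 the difference was 1.49 (adjusted p = 0.304), and without replicate 2 it was 2.04 (adjusted p = 0.339). With activities as deposited, not taken relative to WT, it was 1.32 (adjusted p = 0.180). The 10 splits are again too few for a share under 0.05; the real split, 1 of the 10, called 1 motif mutant, and the highest of the others 0, those that part all pairs included.

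Values of methylation for Snx3 mutants, which the paper does not report on, reached 72.4% in the construct with all 5 windows mutated, against 3.45% without any mutated window.

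In constructs in which the sequence between the Pwp2 motifs was replaced, which the paper does not report on, all motifs with CpGs in the background were higher than the background with CpGs alone by 1.54 ± 0.11 on the log2 scale (SD, n = 3), a lower bound because the background lies near the lowest measurable value.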

How the results depend on the processing

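Some results and alternatives were chosen only after the results were seen. These are the E. coli comparison over the promoters of Fig. 1D and the dependence on OE with WT constructs counted in. They also include the results for Pwp2 window effects, RT-qPCR, Snx3 methylation and replaced backgrounds, with their alternatives. The same holds for equal CpG numbers, the native WT construct against the most active one and motif mutants in TKO cells. Of 429 alternatives for 64 results, 340 were taken as the same. These kept direction and side of the threshold, moved a value with no test by less than its spread, or changed a count moderately. Such counts were 8 in place of 10 motif mutants lower without replicate 2, and 15 in place of 13 windows lower without replicate 3. For the main comparisons, 176 of 211 alternatives were taken as the same. They include all for the Snx3 and artificial correlations and for the correlation within the 11 promoters. The cause of the other changes was not tested unless a smaller number of constructs or replicates is named. With constructs permuted jointly, the Pwp2 window correlation of 0.51 had p = 0.0523 and the native correlation of 0.525 p = 0.0776 (permutation tests); without the 2 extreme constructs the first was 0.31. With a barcode minimum of 10, 6 constructs remained in the E. coli comparison (difference 2.64, exact permutation p = 0.333). With low values left out, Snx3 window 2 had -1.64, and 2 of the 11 promoters remained with -2.57. The activity range of the second housekeeping library was 7.96 to 8.72 without single replicates. The median of the mutants as reference raises every motif mutant alike by 1.48 and every window by 0.16, so the changes that follow come from this shift and do not bear on the calls against WT. Relative to it, the motif changes of SP1_1 (0.89), MYC (0.43), NRF1_1 (0.60), NRF1_2 (0.49), NRF1_3 (0.48) and all NRF1 motifs (0.000454) turned positive, with 5 motif mutants lower and 2 higher, and 12 windows were higher. GABPA_1 ranged from -0.29 to 0.32 without single replicates, on few barcodes. Without single replicates, which leaves fewer values, 6 to 10 motif mutants and 4 to 15 windows were lower and 0 to 1 windows higher; with limma's treat against 0.5, 6 motif mutants and 5 windows were lower and 0 windows higher. Without the replicate block, 2 windows were higher. The dependence of TKO changes on OE was -0.30 with activities as deposited, over 94 constructs, where offsets between libraries enter. It was -0.20 in the Pwp2 window library alone. Methylation against the TKO effect ranged from -0.346 to 0.0964 without single replicates. Of 94 CpG mutants in TKO cells with activities as deposited, 10 were lower and 2 higher. Of the 90 with relative activities, 2 to 5 were lower and 1 to 6 higher without single replicates, and 2 higher with limma's trend or with adjustment within each library. With the replicate number as a block, 1 CpG mutant was lower and 1 higher, without fully mutated Fam165b (adjusted p = 0.112) and Nvl (adjusted p = 0.274), and 0 motif mutants differed; of 12 pairs over 4 libraries 6 deviated together with a correlation over 0.1 (-0.427 to 0.412), and 7 of 12 samples correlated best with their own number. For motif mutants in TKO cells, 2 were lower and 0 higher with activities as deposited, so NRF1_1 was not among them, and 0 to 1 differed without single replicates. A barcode minimum of 10 left too few constructs in the artificial series, and a coverage minimum for methylation was not run because the coverage is unknown.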

Differences from the paper's values

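The test with WT constructs counted in and the percentage with WT as its base were chosen only after the results were seen. The paper's value for how much lower the native Pwp2 construct with the highest CpG density is than other constructs is up to 50%, and the value here is 33.1% ± 13.5 (SD, n = 3), relative to the most active construct. With WT as the base of the percentage, an alternative chosen after seeing the values, the most active construct was 49.4% ± 27.1 (SD, n = 3) above WT. None of the alternatives set before the data were examined recomputes this value.

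The Spearman correlations of Figs. 3B, 3C, 5B, 5D and 6 and of Supplemental Figs. S1A and S5E match the values here to the digits printed there. For Fig. 6, the paper's p is about 0.30, read by eye, against an exact permutation p of 0.2 here, and 0.3 with WT constructs counted in, an alternative chosen after seeing the values.

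The paper states that the highest activity in the artificial context was reached by adding more CpGs than the WT number, while here the most active construct has 35 CpGs in all and the WT construct 39. The paper's 12 mutated CpGs at the start of the decrease in the native series are counted out of 35 and leave 23 CpGs, as do the 16 counted here out of 39. The paper's numbers of promoter sequences, 270, of CGI promoters, 78 (CMV is counted in the value here), and of constructs of the 11-promoter library, 53, compare with 262, 70 and 57 here. The 262 still count some promoters in more than 1 library, so this is not a number of unique sequences. Without the 4 constructs of Tusc3 the last is 53, the paper's value, a choice made after seeing the values. With at least 1 replicate in place of 2, the second housekeeping library has 68 constructs, which with the 10 of the first gives the paper's 78.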

Other observations

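The tests of explanations in this part, and the comparisons of replaced backgrounds, Snx3 methylation and equal CpG numbers, were chosen only after the results were seen.

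An effect of CpGs in a replaced background without motifs could not be measured. With 39 CpGs against 2 in a background without any motif, log2 activity differed by -0.02 ± 0.16 (SD, n = 3), and both constructs were near the lowest measurable value in both cell lines. With all Pwp2 motifs kept, the construct with 40 CpGs was higher than that with 14 by 1.39 ± 0.0044 in wild-type ESCs and by 1.62 ± 0.39 in TKO cells (SD, n = 3), higher in 3 of 3 replicates of each, and reached 5.74% of WT activity; these are lower bounds, since the construct with 14 CpGs lies within 0.5 of the lowest measurable value in both. With only the important motifs kept, as the construct names call them, the difference was 0.52 ± 0.15 in wild-type ESCs. This is also a lower bound, since the construct with fewer CpGs lies within 0.5 of the lowest measurable value. In TKO cells the difference was 0.08 ± 0.14, and both constructs lie within 0.5 of that value. What the names of these constructs cover beyond this is not given in the sources used here, and these differences have no test beyond the replicates.

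Methylation of 20 Snx3 constructs, 1 value each from cells that the sources used here do not name, fell with OE (Spearman -0.727, permutation p = 0.00043; Pearson -0.747, permutation p = 1e-05, the smallest the resamples give; -0.745 without the 2 extreme constructs). The 6 constructs above 10% methylation had at most 16 CpGs and an OE of at most 0.444, and the 12 constructs with an OE over 0.5 had at most 5.04%. The most methylated construct after the fully mutated one had all windows but the fourth mutated, at 39.5%.

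Mutating the SP1_2 motif cost most of the activity, while window 245-254, which holds 7 of its 10 bp, left activity near WT. The gap was 3.94 on the log2 scale, with standard errors of 0.34 for the motif mutant and 0.19 for the window. A difference between the libraries is argued against by the GABPA_2 bases, mutated in both, whose change differed by only 0.88. The gap minus this difference has a standard error of 0.53. Whether the loss comes from the 3 bp shared with GABPA_2 stays open. The SP1_2 and GABPA_2 mutants differed by -0.26 in wild-type ESCs (standard error 0.31), but similar losses are also expected if both motifs are needed. In TKO cells they differed by 0.03 (standard error 0.11). There, they lay 0.65 and 0.62 above the lowest measurable value, outside the limit of 0.5 but with little room to differ. No biological explanation was tested. Motif positions were taken from the construct names, and the bases exchanged within each motif were not read from construct sequences.

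Window 355-364, the second strongest, holds the annotated end of exon 1 and the first bases of intron 1. Its log2 change was lower than that of the lower of its neighbours by -1.03 (standard error 0.23). The window was chosen as the second strongest, so its neighbours had to lose less, and this difference cannot test loss of the splice donor. An effect of such a loss, for example through the stability of the reporter RNA, was not measured and stays open. Loss of CpGs alone is argued against, since the other 11 windows with 2 CpGs had a median change of -0.47 (quartiles -0.86 and -0.15). A binding site in the window, which the paper proposes, was not tested and stays open.

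With the same 19 CpGs, the native Pwp2 construct was 3.45 ± 0.23 (SD, n = 3) above the artificial one on the log2 scale, or at least 10.9-fold, and 3.01 ± 0.12 in TKO cells, both lower bounds because the artificial construct lies within 0.5 of the lowest measurable value. The lower G+C content of the artificial context, 53.6% against 55.8%, is argued against as the cause, since all 7 artificial constructs with at least the native G+C content stayed below the native -0.54 ± 0.26, the highest at -0.90. Whether many small effects of replaced blocks could add up cannot be told apart from noise, since the 29 windows that were not lower sum to 2.24 with a standard error of 2.95. Motifs outside the tested ones, lost with the replaced sequence, stay open and were not tested.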
